# Transcriptomic Changes Due to Cytoplasmic TDP-43 Expression Reveal Dysregulation of Histone Transcripts and Nuclear Chromatin

**DOI:** 10.1371/journal.pone.0141836

**Published:** 2015-10-28

**Authors:** Alexandre Amlie-Wolf, Paul Ryvkin, Rui Tong, Isabelle Dragomir, EunRan Suh, Yan Xu, Vivianna M. Van Deerlin, Brian D. Gregory, Linda K. Kwong, John Q. Trojanowski, Virginia M.-Y. Lee, Li-San Wang, Edward B. Lee

## Abstract

TAR DNA-binding protein 43 (TDP-43) is normally a nuclear RNA-binding protein that exhibits a range of functions including regulation of alternative splicing, RNA trafficking, and RNA stability. However, in amyotrophic lateral sclerosis (ALS) and frontotemporal lobar degeneration with TDP-43 inclusions (FTLD-TDP), TDP-43 is abnormally phosphorylated, ubiquitinated, and cleaved, and is mislocalized to the cytoplasm where it forms distinctive aggregates. We previously developed a mouse model expressing human TDP-43 with a mutation in its nuclear localization signal (ΔNLS-hTDP-43) so that the protein preferentially localizes to the cytoplasm. These mice did not exhibit a significant number of cytoplasmic aggregates, but did display dramatic changes in gene expression as measured by microarray, suggesting that cytoplasmic TDP-43 may be associated with a toxic gain-of-function. Here, we analyze new RNA-sequencing data from the ΔNLS-hTDP-43 mouse model, together with published RNA-sequencing data obtained previously from TDP-43 antisense oligonucleotide (ASO) knockdown mice to investigate further the dysregulation of gene expression in the ΔNLS model. This analysis reveals that the transcriptomic effects of the overexpression of the ΔNLS-hTDP-43 transgene are likely due to a gain of cytoplasmic function. Moreover, cytoplasmic TDP-43 expression alters transcripts that regulate chromatin assembly, the nucleolus, lysosomal function, and histone 3’ untranslated region (UTR) processing. These transcriptomic alterations correlate with observed histologic abnormalities in heterochromatin structure and nuclear size in transgenic mouse and human brains.

## Introduction

TDP-43 is a member of the heterogeneous ribonuclear protein group and binds to both DNA and RNA [1,2]. It has a range of functions that affect gene expression including regulation of transcription, alternative splicing, microRNA biogenesis, and RNA transport and translation (reviewed in [3–5]). Under normal physiological conditions, TDP-43 is predominantly localized in the nucleus [6], but is synthesized in the cytoplasm [7] and is shuttled between the nucleus and cytoplasm in a transcription dependent manner [8]. Several neurodegenerative diseases display TDP-43 pathology [4], and TDP-43 was identified as the main component of the distinctive cytoplasmic aggregates seen in ALS and FTLD-TDP [9]. In the pathological state, TDP-43 is cleared from the nucleus and mislocalized in the cytoplasm or neurites, in addition to being hyperphosphorylated, ubiquitinated, and cleaved [9–11].

Both a cytoplasmic gain of function and a nuclear loss of function of TDP-43 are possible disease mechanisms, as neurons with cytoplasmic TDP-43 aggregates are also associated with a loss of normal nuclear TDP-43 protein [9,12]. We previously [13] developed a tet-off inducible transgenic mouse overexpressing human TDP-43 (hTDP-43) with a mutated (K82A/R83A/K84A) nuclear localization signal (ΔNLS-hTDP-43) so that the protein preferentially localizes to the cytoplasm [7]. Despite the mainly cytoplasmic mislocalization of the hTDP-43 protein product, these mice did not exhibit a significant number of cytoplasmic aggregates. Interestingly, there was a time-dependent neurodegeneration which coincided with dramatic changes in gene expression as measured by microarray. An intriguing aspect of the observed gene expression effects was a selective and significant upregulation of chromatin assembly and histone genes, hinting at a role for TDP-43 in transcription and histone transcript stability.

In this study, we performed RNA-sequencing of ΔNLS-hTDP-43 transgenic mice brains to further study the transcriptomic effects of the gain of cytoplasmic TDP-43 in this model. This revealed significant changes in multiple molecular pathways, including confirmation that cytoplasmic TDP-43 expression alters transcription related pathways and histone transcript levels. Supporting a gain of cytoplasmic function mechanism, biochemical analysis of nuclear and cytosolic fractions of the ΔNLS-hTDP-43 mice brains showed that total nuclear TDP-43 expression is largely unaltered, suggesting that the exogenous human TDP-43 is able to compensate for autoregulatory reduction of endogenous nuclear mTDP-43. The transcriptomic changes were compared with RNA sequencing data from mice with reduced levels of TDP-43 after injection with an ASO against TDP-43 [14], revealing a complete absence of correlation between the two experiments, showing that the main effects of overexpressing ΔNLS-hTDP-43 are likely not due to the loss of TDP-43 function. Furthermore, we identify dysregulation of the histone 3’ end processing machinery upon transgene overexpression, identifying a mechanism by which overexpression of the ΔNLS-hTDP-43 transgene impairs the transcriptional machinery.

## Materials and Methods

### Ethics Statement

Animal care and performed procedures were in accordance with the NIH Guide for the Care and Use of Experimental Animals and approved by the University of Pennsylvania Institutional Animal Care and Use Committee (Permit Number: 803385).

### RNA sequencing of transgenic mice

Inducible transgenic mice overexpressing mutant ΔNLS-hTDP-43 were generated as described previously [13]. Briefly, a Camk2α promoter was used to drive expression of the tetracycline transactivator protein (Camk2α-tTa), and a tetracycline responsive promoter was used to drive ΔNLS-hTDP-43 expression (tetO-ΔNLS-hTDP-43) such that ΔNLS-hTDP-43 protein expression was inhibited by doxycycline in bigenic mice (Camk2a-tTa x tetO-ΔNLS-hTDP-43). Expression was repressed in bigenic mice (n = 4, 3 male) with a doxycycline diet until 28 days of age at which time expression was induced by removal of the doxycycline diet. RNA was obtained 10 days later because this is when neurodegeneration began in these mice [13]. Nontransgenic mice (n = 4, 3 male) bred from heterozygous parents for Camk2α-tTa and ΔNLS-hTDP-43 were used as controls, and followed the same diet timeline to control for doxycycline effects. RNA-seq libraries were constructed and sequenced as previously described [15], with mean RNA integrity number (RIN) 8.74. After mouse sacrifice, the right cortex was extracted and solubilized in TRIzol and treated with DNase. Polyadenylated messenger RNA was selected using the Dynabeads mRNA direct kit (Invitrogen), followed by fragmentation, 5’ phosphate addition, size selection, Illumina v1.5 RNA adapter ligation, cDNA library generation, PCR amplification, and purification before sequencing on an Illumina Genome Analyzer II. Raw reads and processed data have been deposited in NCBI’s Gene Expression Omnibus repository [16] and are accessible through GEO Series accession number GSE65973.

### Processing of RNA-seq data

Raw reads from both RNAseq experiments had their 3’ Illumina v1.5 smRNA adaptors (ATCTCGTATGCCGTCTTCTGCTTG) trimmed using cutadapt [17], were mapped to the mm9 *Mus musculus* genome build using Bowtie (version 0.12.7 with options—time -k 100—best—strata -v 2 -p 3) [18] and were further filtered to a maximum mismatch rate of 0.06. Only uniquely mapping reads were considered for further analysis except for histone analysis (see below). Coverage of the protein-coding segment of the genome was computed using the bedtools coverage [19] tool against the RefSeq mm9 genome, and coverage of the entire genome was computed using the bedtools genomecov [19] tool. The mapped reads from the RNA sequencing pipeline were analyzed for differential expression by using bedtools multicov [19] to compute the number of reads mapping to each exon. Exon counts were merged into gene counts using bedtools groupBy [19], which were then analyzed for differential expression with the DESeq2 R package [20]. Splicing analysis was performed using the DEXSeq R package [21] following the protocol described in the paper and vignette. Briefly, exon reads were counted using the dexseq_count.py script and read into R [22], where the DEXSeq analysis pipeline was followed using the Ensembl mm9 genome annotation [23]. For both the differential expression and the differential splicing analyses, significantly differentially expressed genes/exons were defined as having an adjusted p-value of less than 0.05 using the Benjamini-Hochberg multiple testing correction [24].

For pathway analyses, lists of refSeq IDs were obtained through R analysis and uploaded to NIH DAVID [25,26] for analysis. Background gene lists were the sets of genes meeting the minimum read count threshold (10 reads per million in at least one sample) in the relevant experiment being analyzed. From DAVID, lists of gene clusters and gene charts were obtained, using GOTERM_BP_FAT, GOTERM_CC_FAT, GOTERM_MF_FAT, and KEGG_PATHWAY categories for analysis. To reduce redundancy, these results were passed to a Ruby script, available from the authors, to group functionally similar pathways together into clusters. From each cluster of redundant pathways, the pathway with the lowest EASE p-value was selected for final analysis in R. To compute pathway fold changes, the refSeq IDs of genes in each pathway were matched with those from the DESeq2 results.

Previously published microarray data [13] is available under GEO accession number GSE25182. RNA sequencing data was compared with microarray data by finding matching probes by RefSeq ID.

### Analysis of HITS-CLIP data

The processed peaks from the CLIP sequencing data were directly obtained from the authors, as analyzed in [27]. A custom Python script (genewise_bed_coverage.py) was used to compute the number of CLIP hits and proportion of coverage of the CLIP hits over each genetic feature (introns, exons, 3’ untranslated region, and 5’ untranslated region). This script is available at https://github.com/alexamlie/bed_statistics.

### Bioinformatic Analysis of Histone Transcripts

To account for the fact that histones are grouped in highly repetitive clusters, we remapped and allowed for up to 10 multimappings for the 50 canonical and variant histone genes of interest, weighting each read as counting for *1/n* reads in each of its mapped locations, where *n* is the number of times that read mapped. To normalize, we chose 50 random unchanging genes, defined as having an adjusted DESeq2 p-value of greater than 0.5, and mapped them with up to 10 multimappings as well. Then, we took the geometric mean of the unchanging gene coverage for each sample, and converted these means into normalization factors by dividing them all by the mean of the geometric means of the nontransgenic samples. All histone genes with no coverage were converted to 0.1, the lowest possible coverage, and histone values were divided by the normalization factors. Finally, we took the separate geometric mean in each sample for the normalized canonical and variant histone genes. The changes in canonical and variant histones were quantified with 2-sided t-tests between the 4 bigenic and 4 nontransgenic normalized geometric means.

### Biochemical Analysis of Nuclear and Cytoplasmic Brain Lysates

Immediately upon sacrifice, cortices from mouse brains were dissected, weighed and frozen at -80°C. Total vs. nuclear vs. cytosolic fractions were prepared from cortex tissue as follows. Tissue was homogenized using 8 strokes of tight-fitted (B) Dounce homogenizer at 4°C in hypotonic buffer (10 mM KCl, 1.5 mM MgCl_2_, 1 mM DTT, 10 mM HEPES-KOH, pH 7.4 with protease inhibitors; 5:1 v/w). After a 10 minute incubation at 4°C, 1.0 M sucrose in hypotonic buffer (0.36:1 v/w) was added, and samples were Dounce homogenized with an additional 15 strokes. Aliquots were removed as the total fraction. Homogenates were then centrifuged at 1,000xg for 10 minutes at 4°C. 120 μL of the supernatant was taken and spun at 100,000xg for 30 minutes at 4°C. The supernatant from this spin represented the cytosolic fraction. The remaining supernatant and pellet from the 1,000xg spin were then taken, and 1.77 volumes of 2.3 M sucrose in TKM (50 mM Tris-HCl, pH 7.5, 25 mM KCl, 5 mM MgCl_2_) was added to raise the homogenate to 1.6 M sucrose. Additional 1.6M sucrose in TKM was then added to obtain ~4 mL of homogenate, which was overlaid on 3 mL of 1.8M sucrose in TKM followed by ultracentrifugation at 100,000xg for one hour at 4°C. The pellets were resuspended in 30 μL of PBS with protease inhibitors, and nuclei were counted using a hemocytometer. Finally, based on the nuclei counts, nuclei were diluted in PBS with protease inhibitors so that all samples contained the same concentration of nuclei. Sample buffer was added to all fractions followed by sonication and freezing at -80°C until SDS-PAGE analysis. Equal volumes of lysate were analyzed by electrophoresis on a 10–17% discontinuous step gradient tris-glycine polyacrylamide gel followed by transfer to nitrocellulose.

### Quantitative RT-PCR

RNA was extracted as described previously [13] from the same set of mice that were sequenced. Additional mice included bigenic mice maintained on doxycycline (n = 5, 2 male) and nontransgenic mice maintained on doxycycline (n = 5, 1 male). cDNA was generated using the SuperScript III First-Strand Synthesis System (Life Technologies) primed with either random hexamers or oligo-dTs for total RNA or polyadenylated RNA, respectively. qRT-PCR was performed on the cDNA using an Applied Biosystems 7500 Fast Real-Time PCR system using custom-designed primers (see S1 Table for primer sequences) and Power SYBR Green PCR Master Mix (Life Technologies). Gene expression values were determined by using the comparative C_T_ method. The genes of interest were standardized to the geometric mean of 2 housekeeping genes (*Gapdh* and *Actb*).

### Immunoblotting

The antibodies used for immunoblotting were rabbit polyclonal C1038 antibody against total TDP-43 [28], rabbit monoclonal anti histone H3 (Cell Signaling #4499P, Danvers, MA), and rat monoclonal anti HSP90 (Enzo 16F1, Farmingdale, NY). Immunoblots were visualized using an Oddysey Sa Infrared Imaging System (LiCor, Lincoln, NE) after application of fluorescent secondary antibodies (LiCor).

### Histology

Mouse brains and human brain tissue were fixed and processed into 6 μm sections as previously described [29]. To study nuclear chromatin, sections were stained with cresyl violet using standard methods. Human tissue sections were stained with anti-TDP-43 antibodies (C1039, [28]) followed by Alexa568-conjugated secondary antibodies (Life Technologies, Carlsbad, CA). DAPI was used as a nuclear counterstain. Sections were visualized with a Leica TCS SPE-II scanning laser confocal microscope to obtain z-stacks through the entire tissue section. Nuclear cross-sectional area was measured using Leica LAS AF software.

## Results

### RNA Sequencing of ΔNLS-TDP-43 Mice

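Bigenic mice carried a Camk2α-tTA transgene and a doxycycline-regulated human TDP-43 without a working nuclear localization signal. Doxycycline was removed at 28 days of age, and the right cortex was taken after 10 days off doxycycline from 4 bigenic and 4 nontransgenic mice. The authors selected poly(A)+ RNA, trimmed the adaptors, mapped the reads to the mm9 genome with Bowtie, kept reads that mapped to one place, counted the reads on each exon and summed the exons into genes. They deposited one table with 28662 transcripts and a column per mouse. Its values are whole numbers but not raw counts. Column totals lie between 20.1 M and 22.0 M in the bigenic mice (median 20.8 M) and between 20.4 M and 21.2 M in the nontransgenic mice (median 21.0 M), and in each column whole numbers are missing or overrepresented at a regular step, as happens when reads are divided by a factor per mouse and then rounded. The paper's text does not describe this scaling. The values are called normalized counts here. Genes with at least 10 RPM of the column total in at least one mouse were kept, which left 10588 genes. Their normalized counts were transformed as log2(normalized count + 1) and bigenic and nontransgenic mice were compared with limma and the Benjamini-Hochberg adjustment. All log2(fold changes) are on this scale, which understates the change of genes with few reads. Gene symbols and transcript identifiers come from a second deposited table, the authors' results for the genes past their read threshold. Positions come from the GENCODE annotation of the same genome build, in which 97.7% of the genes were found by symbol. The counting is not stated to use strand, so reads from genes whose exons overlap on either strand could be counted for both. A column is assigned to a group but not to a replicate number, so single mice are not named.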

To further investigate the widespread transcriptomic changes previously observed by microarray [13], we performed poly(A)^+^-selected RNA sequencing on right cerebral cortex from bigenic mice (n = 4, 3 male) and nontransgenic (n = 4, 3 male) control mice. This yielded mean values of 51,551,711 raw reads and 31,146,050 uniquely mapped reads per sample, with an average of 1.262x coverage of the protein-coding segment of the genome and 0.496x coverage of the entire genome. 

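What 1 read is worth in each column was estimated from the whole numbers that the scaling leaves out or doubles. The estimate was 1.32, 2.07, 0.885 and 0.648 normalized counts in the 4 bigenic mice and 0.940, 1.00, 0.900 and 0.725 in the 4 nontransgenic mice. The same procedure recovered 8 of 8 simulated steps within 1 percent. Dividing the column totals by these steps gives about 15.2 M, 10.6 M, 23.5 M and 31.9 M reads on genes in the bigenic mice and 22.5 M, 20.4 M, 23.3 M and 29.0 M in the nontransgenic mice, with a mean of 22.1 M over all 8. The deepest bigenic library held 3.00 times the reads of the shallowest, against 1.42 times among the nontransgenic libraries. These are reads counted on annotated genes, whereas the paper's mean is over reads mapped anywhere in the genome, and the values below use the deposited normalized counts. At these depths 3 reads correspond to between 1.94 and 6.20 normalized counts, so smaller values in a single mouse cannot be told from 0. These floors cover counting error only.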

Differentially expressed genes were identified using DESeq2 [20], which identified 4,321 out of 10,601 genes (*Mus musculus* mm9 genome annotation) meeting a minimum read threshold of 10 reads per million in at least one sample as being significantly differentially expressed. 

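Of the 10588 genes tested, limma called 3796 (35.9%) differentially expressed at an adjusted p-value below 0.05, and 4940 had an unadjusted p-value below 0.05. In 3500 of the 3796 genes the normalized counts of the 4 bigenic mice did not overlap those of the 4 nontransgenic mice. Among all genes tested, 4132 (39.0%) showed no overlap, where chance gives 2.86%. The median size of the log2(fold change) of the differentially expressed genes was 0.49, with quartiles of 0.37 and 0.66. The paper's deposited results table calls 3513 of these genes differentially expressed as well, with the same direction for all 3513. Of the rest, 282 have no adjusted p-value in that table and 1 has an adjusted p-value of 0.05 or more. Another 801 genes were called there and not by limma. Across genes, the log2(fold changes) of the 2 tests had a Pearson r of 0.953, although genes are not independent replicates. With each mouse left out in turn, limma called between 2654 and 4817 genes. A set of 2436 genes was called in all 8 of these fits, and 0 of the 3796 genes changed sign in any of them. The number moved most with limma's array weights, to 6455 genes, and 1314 genes were left when a change of at least 1.5-fold was also required.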

Of these genes, 2,166 were upregulated in the ΔNLS mice compared to the control mice, and the remaining 2,155 were downregulated (Fig 1a). 

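By limma, 2167 genes were upregulated and 1629 were downregulated, so that 57.1% of the differentially expressed genes rose. The deposited table has 1968 of the 2167 and 1545 of the 1629 genes as rises and falls of its own. The median log2(fold change) was 0.48 for the upregulated and -0.49 for the downregulated genes. A change of at least 2-fold was seen in 121 upregulated and 145 downregulated genes. The split moved most after quantile normalization, with 52.1% of differentially expressed genes rising. The largest rise belonged to uc999vvf.1, a transcript to which the deposited table gives no gene symbol and which the annotation does not contain. It had 35890 ± 5703 normalized counts (SD, n = 4) in the bigenic mice and 29.0 ± 34.5 (SD, n = 4) in the nontransgenic mice, with a log2(fold change) of 10.88 (standard error 0.62, limma adjusted p-value = 1.05e-05). A transcript of the human transgene would have such values. The sequence of uc999vvf.1 was not available, so this rise may be the introduced gene itself and not a response to it. It is counted among the 2167 upregulated genes. Next were Ttr (uc008eet.2, chromosome 18, 20823751 to 20832825), with a log2(fold change) of 4.34 and normalized counts of 13603 ± 4959 (SD, n = 4) against 724 ± 340 (SD, n = 4), F5 (uc007dic.1) at 2.71, Clic6 (uc007zzg.1) at 2.40 and AK005744 (uc007dzu.1) at 2.38. In AK005744 one bigenic mouse lay far above the others. The largest falls were those of BC048862 (uc011yal.1) at -3.39, BC030499 (uc007kiu.1) at -3.10, Plk5 (uc007gcx.2) at -2.47, Ankrd43 (uc007iwf.1) at -2.38 and Otof (uc008wvk.1) at -2.35. All 10 had adjusted p-values below 0.05 with each mouse left out in turn. Exons of Ttr, F5, BC030499 and Ankrd43 overlap those of another gene on the opposite strand. The endogenous mouse Tardbp (uc008vvg.1, chromosome 4, 147986491 to 148001128) had 5180 ± 249 normalized counts (SD, n = 4) in the bigenic mice and 6538 ± 420 (SD, n = 4) in the nontransgenic mice, a log2(fold change) of -0.33 (standard error 0.07, limma adjusted p-value = 0.00645). Exons of Tardbp overlap those of Masp2 on the opposite strand, and 91.9% of its 50-base windows occur once in the genome. These windows were counted in the mouse genome, without the human TDP-43 transgene that only the bigenic mice carry. Whether reads of the transgene were counted on Tardbp, or Tardbp reads were lost as shared with it, was not tested. The size of the endogenous fall is therefore uncertain.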

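Principal component analysis was run on the centred log2(normalized count + 1) values of the 10588 genes. The first component carried 58.9% of the variance, the second 19.5% and the third 11.0%. On the first component the bigenic mice lay at 12.8, 46.0, 12.8 and 15.1 and the nontransgenic mice at -26.5, -24.9, -21.3 and -14.0. The group means differed by 43.4 (exact two-sided permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). One bigenic mouse lay apart from the other 3, on the second component as well, where it had a score of -22.3 and the other bigenic mice lay between 15.0 and 15.9. Group means did not differ on the second component (exact two-sided permutation test, p = 0.314). The separation on the first component had the same p with the 500 genes of largest variance, with genes scaled to unit variance, with a pseudocount of 10, after quantile normalization and with each mouse left out in turn. Of the variants with all genes in the same units, leaving out mice moved the difference most, to between 41.4 and 46.0.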

By principal component analysis, the bigenic mice and the nontransgenic mice overall clustered separately, indicating a robust change in the transcriptome due to overexpression of ΔNLS-hTDP-43 (Fig 1b). Comparison of these results with the previous microarray analysis [13] found that 7,696 of the 10,601 genes meeting the minimum read threshold had matching probes in the microarray, including just 3,092 of the 4,321 significantly differentially expressed genes, illustrating the increased sensitivity of RNA sequencing over microarray technology. Of the 3,092 differentially expressed genes present in the microarray, 2,863 had at least one microarray probe changing in the same direction as that identified by RNA sequencing, supporting the validity of our RNA sequencing results.

**Fig 1:**
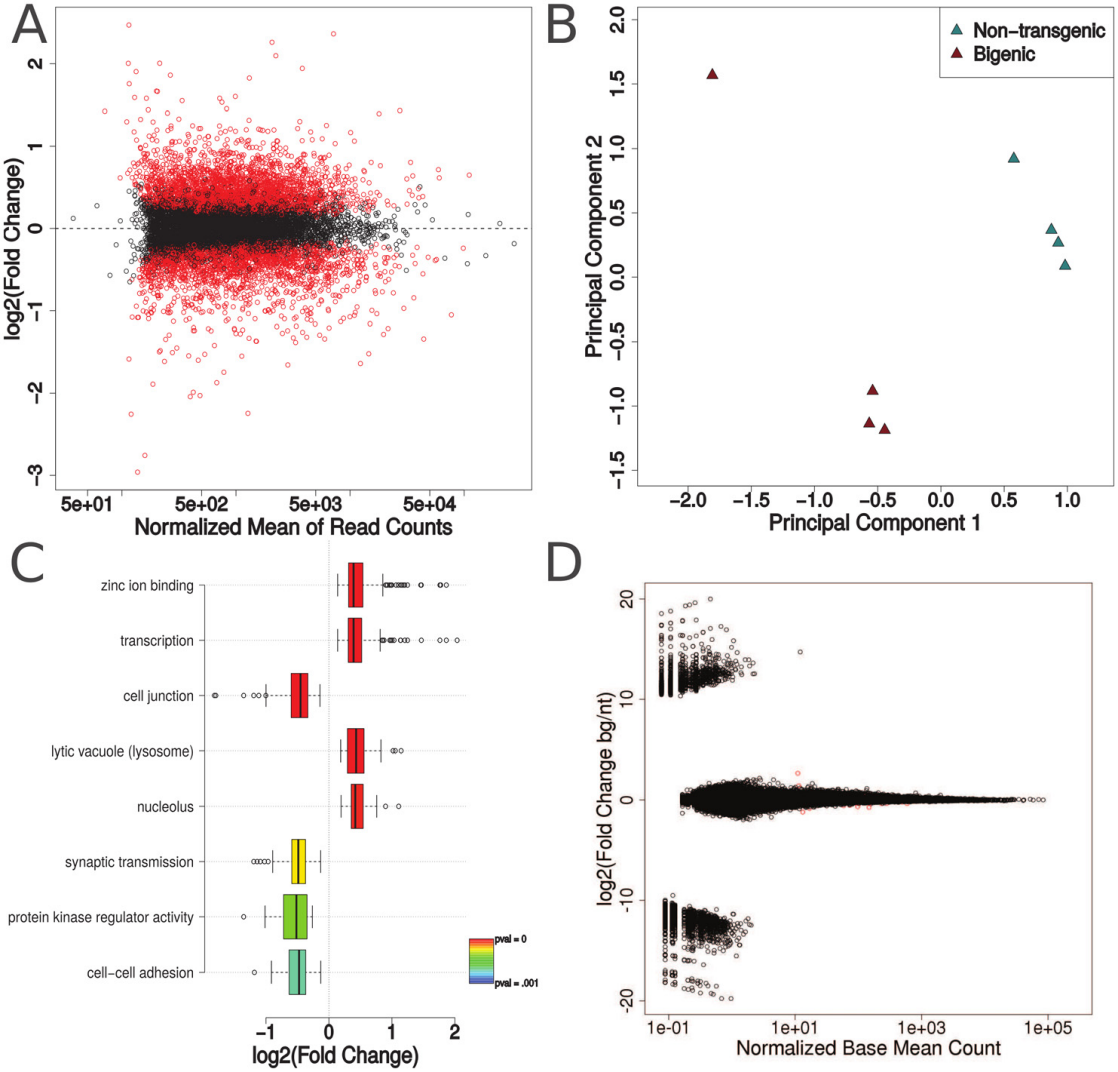
Transcriptomic analysis of ΔNLS-hTDP-43 expressing mice. (A), Comparison of normalized mean of read counts with log_2_(fold change) shows no bias for highly expressed genes to be categorized as differentially expressed. 4,321 out of 10,601 genes meeting the minimum read count threshold were found to be significantly differentially expressed in ΔNLS-hTDP-43 expressing mice compared to nontransgenic mice (Benjamini-Hochberg corrected p-value < 0.05, red points). (B), Multidimensional scaling and principal component analysis shows distinct global transcriptomic profiles for ΔNLS-hTDP-43 bigenic (n = 4) and control nontransgenic (n = 4) mice. (C), Pathway analysis of significantly changing genes between bigenic and control mice reveals an upregulation in pathways predominantly involved in nuclear molecular processes and a downregulation in pathways relating to neuronal or glial function. (D), Splicing analysis reveals that only 23 out of 250,620 exons (red dots) are significantly differentially expressed with Benjamini-Hochberg correct p-values of less than 0.05.

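To measure how calls depend on expression, the 10588 genes were divided by their mean normalized count over the 8 mice into 10 bins of equal size. The share of genes that limma called differentially expressed rose from 25.6% in the lowest bin, with a median of 197 normalized counts, to 49.9% in the highest bin, with a median of 6399 normalized counts. At an adjusted p-value below 0.01 the shares were 12.3% and 31.4%. Of the genes in the paper's deposited results table, 36.1% of the lowest bin and 52.03% of the highest bin are called differentially expressed there. Genes without an adjusted p-value there, 16.0% of the lowest bin and 11.0% of the highest, count as not called, so part of this difference can come from them. The median standard error of the log2(fold change) fell from 0.16 in the lowest bin to 0.09 in the highest. The median log2(fold change) was -0.02 in the lowest bin and -0.03 in the highest.

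**Figure D1:**
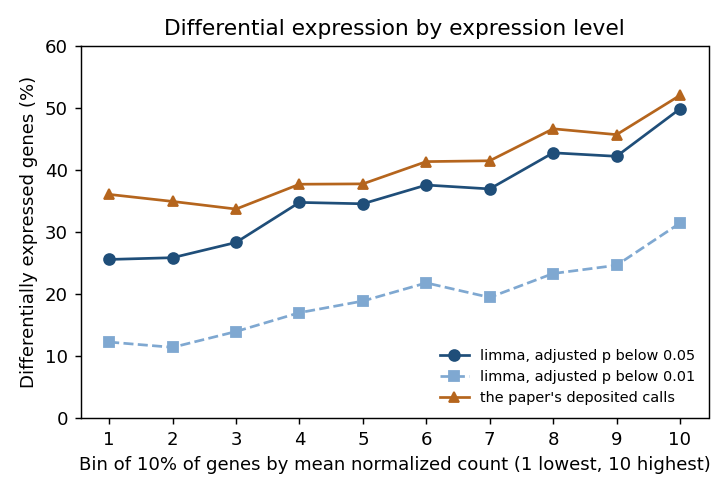
Share of genes called differentially expressed (%) in each of 10 bins of genes by mean normalized count, for limma at adjusted p-values below 0.05 and below 0.01 and for the calls in the paper's deposited table. In the lowest and highest bins the limma shares are 25.6% and 49.9%, and the paper's are 36.1% and 52.03%. Genes without an adjusted p-value in the paper's table count as not called.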

To identify the effects on biological processes associated with the overexpression of cytoplasmically mislocalized ΔNLS-hTDP-43, pathway analysis was performed on the significantly up- and down-regulated genes in the bigenic mice as compared to nontransgenic controls using NIH DAVID [25,26]. This analysis revealed 8 significantly enriched (EASE score P-value < 0.001) pathways, 4 of which were up-regulated and 4 of which were down-regulated (Fig 1c). The up-regulated pathways included zinc ion binding, transcription, lytic vacuole, and nucleolus. 

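The pathway terms themselves were not used here, and lists of genes for each pathway, written before the data were examined, were tested with limma's camera method and adjusted over 13 sets. Camera called 7 of the 13 sets. Of the 35 splits of the 8 mice into 4 and 4, 11 gave as many, the real one among them. Camera p-values therefore do not measure the spread between mice, and an exact p over the splits is given beside them. The 79 nucleolar genes rose, with a median log2(fold change) of 0.31 and 67 of the 79 higher in the bigenic mice (camera adjusted p-value = 0.000111). Zinc ion binding was represented by the 300 genes whose symbols begin with Zfp, Znf, Zbtb or Zc3h. Their median log2(fold change) was 0.22, 218 of the 300 were higher, and the camera adjusted p-value was 6.65e-05. Both medians were above those of nearly all of 10000 random sets matched on expression, and the real grouping gave the largest shift of the 35 splits of the 8 mice (exact p = 0.0286, the smallest possible). The transcription set of 75 genes had a median of 0.10 and a camera adjusted p-value of 0.283, although its shift was also the largest of the 35 splits (exact p = 0.0286). For the lytic vacuole, 53 lysosomal genes had a median of 0.06, with 11 significantly higher and 9 significantly lower (camera adjusted p-value = 0.535, exact p = 0.686). These counts were 12 and 5 with each mouse rescaled to the same total, and 10 and 10 after quantile normalization. With a mouse left out, the number significantly higher ranged from 10 to 15 and the number significantly lower from 2 to 10. The genes with the smallest adjusted p-values in each set, by limma, were Zfp938 (log2(fold change) 1.85) and Zfp180 (1.99), Nol8 (0.81) and Nop16 (0.69), Gla (1.14) and Gaa (1.11), and in the transcription set Med20 (1.13) and Med16, which fell by 0.59. For the lysosomal set, leaving out each mouse moved the median between -0.02 and 0.08. The nucleolar median lay between 0.20 and 0.37 in these fits, lowest without the bigenic mouse that lies apart on the principal components.

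**Figure D2:**
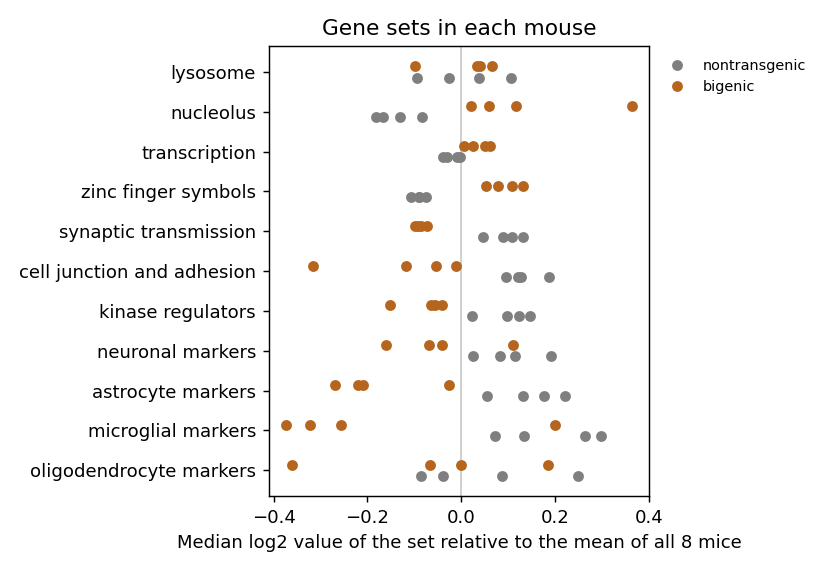
Median log2 value of each gene set in each mouse, relative to the mean of all 8 mice, with nontransgenic mice in grey and bigenic mice in brown. All 4 bigenic mice lie above all 4 nontransgenic mice for the nucleolar, transcription and zinc finger sets, and below them for the synaptic, junction and adhesion, kinase regulator and astrocyte sets.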

Given that the zinc ion pathway contains several zinc finger binding proteins which are important in regulating transcription, these four pathways largely coincide with pathways hypothesized to play a central role in ALS and FTLD-TDP, namely RNA regulation and proteostasis [5].

In contrast, the down-regulated pathways, including synaptic transmission, cell-cell adhesion, cell junction, and protein kinase regulator activity, appear to represent processes involved in more general cellular activity such as cell-cell interactions. Thus, there is a possibility that these down-regulated pathways may reflect changes secondary to neuronal death and the disruption of neuropil due to reactive gliosis, consistent with the previously described beginnings of neurodegeneration observed in the ΔNLS-hTDP-43 expressing mice at this timepoint [13].

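In the same test, 96 synaptic transmission genes had a median log2(fold change) of -0.15, with 35 significantly lower and 13 significantly higher (camera adjusted p-value = 0.00169). Cell junction and cell-cell adhesion were tested as 1 set of 76 genes, with a median of -0.25, of which 26 were significantly lower and 9 significantly higher (camera adjusted p-value = 0.000523). The 43 protein kinase regulators had a median of -0.14 (camera adjusted p-value = 0.0303). After quantile normalization the camera adjusted p-value of the kinase regulators was 0.0555 (0.0117 to 0.0747 over its alternatives). For each of these sets the real grouping gave the largest shift of the 35 splits of the mice (exact p = 0.0286). The genes with the smallest adjusted p-values were Gria3 and Slc17a6 in the synaptic set, Pcdh19 and Cntnap1 in the junction and adhesion set, and Camk2n1 and Cdk5r1 among the kinase regulators. Gria3 fell from 8576 ± 430 normalized counts (SD, n = 4) in the nontransgenic mice to 4292 ± 254.8 (SD, n = 4) in the bigenic mice, and the log2(fold changes) of the other 5 were -1.29, -0.95, 0.59, -1.37 and -0.82. Camk2n1 (uc008vkz.2) fell from 63845 ± 6033 normalized counts (SD, n = 4) in the nontransgenic mice to 24715 ± 940 (SD, n = 4) in the bigenic mice (limma adjusted p-value = 1.05e-05). Exons of Gria3, Pcdh19 and Cntnap1 overlap those of another annotated gene.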

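Marker genes of brain cell types were tested in the same way. The 17 astrocyte markers fell, with a median log2(fold change) of -0.25 and 2 of the 17 higher (camera adjusted p-value = 0.00169, exact p over the 35 splits = 0.0286). The 13 microglial markers fell as well, with a median of -0.40 and 0 of the 13 higher (camera adjusted p-value = 0.000753), but with mice as the unit the exact p was 0.0571, since 1 of the other splits gave as large a shift. The 22 neuronal markers had a median of -0.20, with 8 of the 22 higher (camera adjusted p-value = 0.259, exact p = 0.0286). The 18 oligodendrocyte markers had a median of -0.08 (camera adjusted p-value = 0.606, exact p = 0.571), and left out in turn, the mice gave medians between -0.19 and 0.04. Among the neuronal markers, Thy1 rose by a log2(fold change) of 0.77 and Camk2a fell by 0.88. Gja1 and Aqp4, the astrocyte markers with the smallest adjusted p-values, had log2(fold changes) of -0.43 and -0.63. Among the microglial markers these were Cx3cr1 at -0.56 and P2ry12 at -0.65, and one bigenic mouse lay above the other 3 for Cx3cr1. For its down-regulated pathways, the paper names as a possibility that they are secondary to neuronal death and to neuropil disrupted by gliosis.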

### Lack of splicing changes in NLS mice

Several reports have implicated TDP-43 in regulation of splicing activity [5,14,30]. To determine whether mice overexpressing ΔNLS-hTDP-43 show splicing changes, we used DEXSeq [21] to search for differentially spliced exons (Fig 1d). Out of 250,620 exons analyzed, only 23 were identified as differentially spliced (S2 Table). Manual inspection of the 16 unique annotated, non-hypothetical genes in this set revealed that these genes fall into two general categories. Several transcripts regulate transcription and RNA processing, including *Srsf5*, which is part of the serine/arginine rich family of proteins that are involved in splicing as well as other aspects of gene expression [31], *Med20*, an essential component of the Mediator complex that regulates transcription [32], and *Usp49*, a histone H2B deubiquitinase which has been shown to regulate splicing [33]. Other transcripts are involved in cell signaling and membrane activity, notably *Nrcam*, a cell surface molecule that has been associated with autism [34,35]. However, given that TDP-43 has known effects on RNA splicing within the nucleus, the relative paucity of splicing alterations observed here suggest that the main transcriptomic effects of ΔNLS-hTDP-43 overexpression may be due to a gain of cytoplasmic function and not a loss of nuclear splicing function. Alternatively, TDP-43 has several other RNA functions other than splicing which were not directly assessed here.

### Biochemical analysis of nuclear and cytoplasmic TDP-43 levels

Expression of ΔNLS-hTDP-43 leads to predominantly cytoplasmic transgene expression [7], and using species-specific TDP-43 antibodies, we have previously shown that ΔNLS-hTDP-43 expression is associated with a reduction of endogenous nuclear mTDP-43 protein [13]. The relative absence of splicing alterations in ΔNLS-hTDP-43 mice suggests that at least some TDP-43 protein was present within the nucleus, resulting in functional recovery from the loss of mTDP-43 in terms of splicing and supporting the idea that the effects of transgene overexpression are mainly due to cytoplasmic gain of function. To biochemically investigate the levels of TDP-43 protein in ΔNLS-hTDP-43 expressing mice, we performed nuclear and cytosolic fractionation on neocortex from bigenic (Camk2a-tTa x tetO-ΔNLS-hTDP-43) and non-transgenic or monogenic control mice. Samples were immunoblotted for total (mouse and human) TDP-43 protein. As expected, the bigenic mice showed increased cytosolic levels of total TDP-43 (Fig 2). Moreover, total nuclear TDP-43 protein was slightly higher in ΔNLS-hTDP-43 mice relative to control mice, suggesting that the exogenous hTDP-43 is indeed able to localize to the nucleus despite the mutation in the NLS. This slight nuclear increase may also contribute to toxicity. The lack of histone H3 in the cytosolic fraction and the lack of HSP90 in the nuclear fraction confirmed successful fractionation. These results demonstrate that ΔNLS-hTDP-43 overexpression leads to a marked increase in cytoplasmic TDP-43 protein with relative preservation of total nuclear TDP-43 protein levels, despite the loss of endogenous mTDP-43. The increased presence of cytoplasmic TDP-43 protein supports a gain of cytoplasmic function as one potential mechanism underlying the observed transcriptomic changes, but additional mechanistic studies to demonstrate this functionally are needed.

**Fig 2:**
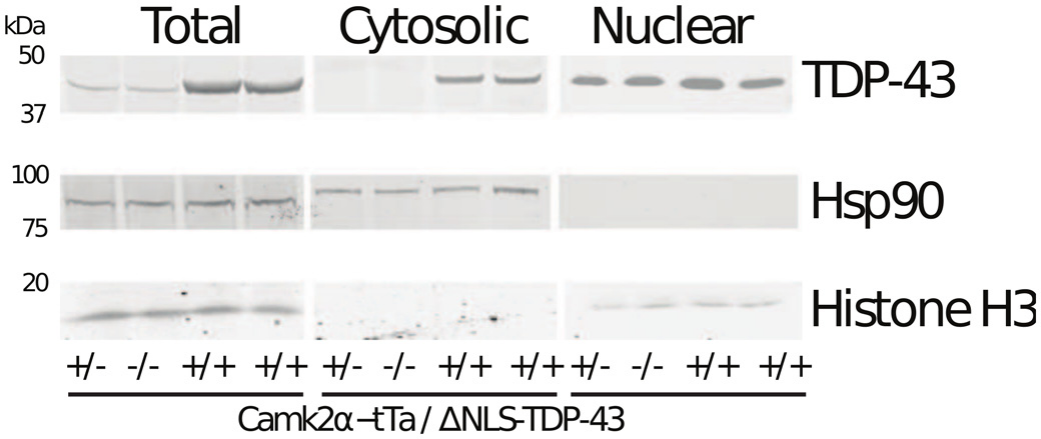
Nuclear and cytosolic fractionation of ΔNLS-hTDP-43 expressing mice. Subcellular fractionation followed by immunoblot protein analysis reveals a similar level of nuclear total (human and mouse, h+m) TDP-43 levels between bigenic (+/+) and control (+/- or -/-) mice, but an increase in cytosolic TDP-43 levels in the bigenic mice. HSP90 and histone H3 confirms separation of the cytosolic and nuclear fractions, respectively. n = 4 mice per category (4 bigenic, 2 monogenic, 2 non-transgenic).

### Comparison with ASO TDP-43 Knockdown Gene Expression Data

To further characterize the transcriptomic effects specific to the overexpression of ΔNLS-hTDP-43, we compared our RNA-sequencing results with published RNA-sequencing data from mice injected with an ASO against TDP-43 which reduces endogenous mTDP-43 protein levels [14]. While the differentially expressed genes in ΔNLS-hTDP-43 mice seem to be mainly caused by a cytoplasmic gain of exogenous TDP-43 function as shown by Western blot analysis and the lack of splicing changes, the differentially expressed genes upon ASO knockdown are more likely to be directly linked to the loss of normal, endogenous TDP-43 protein. Thus, if the main effects in the ΔNLS-hTDP-43 model are indeed caused by a cytoplasmic gain of function, comparison of the transcriptomes of these two mouse models should show different effects.

Raw sequencing reads from the ASO experiment (GEO database accession number GSE27218), were analyzed with the same pipeline used for ΔNLS-hTDP-43 mice. Technical replicates were combined to analyze biological replicates of control ASO injected mice (n = 4, 4 female) versus TDP-43 ASO injected knockdown mice (n = 4, 4 female). Across these samples, we found a mean of 30,794,457 total reads, with a mean of 29,132,557 uniquely mapping. We were able to map more reads than the original study [14], which used an older version of Bowtie (0.12.2) and only uniquely mapped about 50% of total reads, compared to the newer version we used (0.12.7), reflecting advances in the accuracy of Bowtie. These datasets demonstrated mean coverage of 1.580x over the protein coding segment of the genome, and a mean coverage of 0.599x over the entire genome.

We found 11,916 expressed genes in this dataset using the same minimum read count threshold as earlier. We first compared the expression of the 10,345 genes meeting the minimum read count threshold in both datasets (ΔNLS-hTDP-43 versus ASO) to check whether the transcriptomic changes due to ΔNLS-hTDP-43 expression versus ASO knockdown of TDP-43 were generally similar. This analysis demonstrated a complete lack of correlation between the two sets of mice (Pearson correlation coefficient r = 0.011, Fig 3a).

**Fig 3:**
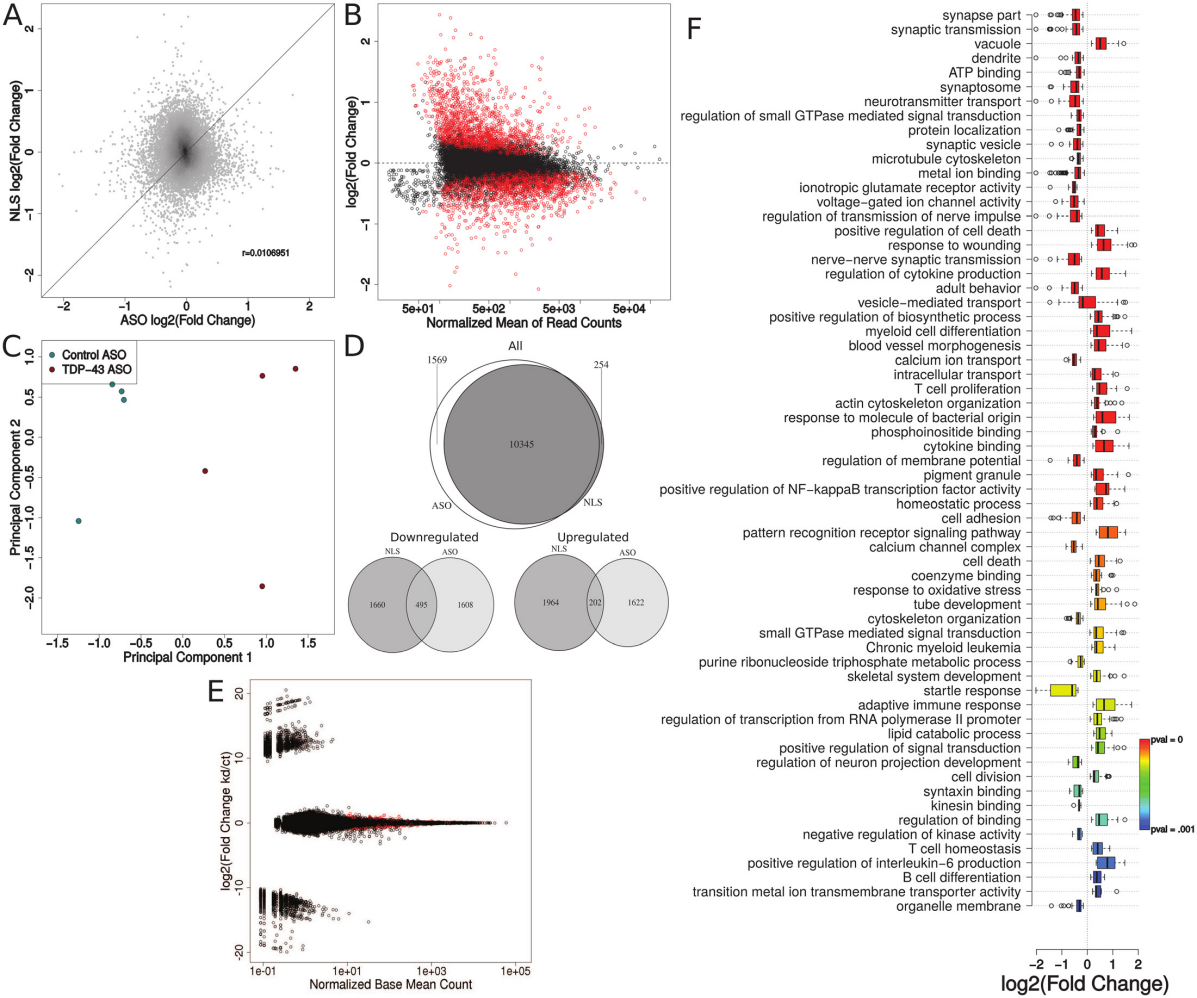
Transcriptomic comparison between ΔNLS-hTDP-43 overexpression and TDP-43 ASO knockdown. (A), Transcriptomic comparison of the 10,345 genes meeting the minimum read count in both experiments shows no correlation between ΔNLS-hTDP expression and TDP-43 ASO knockdown (Pearson r = 0.011). (B), Differential expression analysis reveals that 3,714 out of 11,916 genes meeting the minimum read count threshold were significantly differentially expressed (Benjamini-Hochberg corrected p-value < 0.05, red points) upon ASO knockdown, with no bias of read counts on significance. (C), Multidimensional scaling and principal component analysis shows distinct global transcriptomic profiles for TDP-43 ASO knockdown (n = 4) and control ASO (n = 4) mice. (D), Comparison of genes meeting the minimum read counts in both experiments shows that although the majority of genes are present in both experiments, those that are significantly differentially expressed show very little overlap between ΔNLS-hTDP expression and TDP-43 ASO knockdown. (E), Splicing analysis shows that 1,029 out of 250,620 exons are differentially expressed upon ASO-mediated TDP-43 knockdown. (F), Pathway analysis suggests that most of the transcriptomic effects due to ASO knockdown are associated with the wound response and neuronal death.

Next, we compared the differentially expressed genes in the two models. Of the 11,916 genes meeting the minimum read threshold in the ASO dataset, analysis with DESeq2 identified 3,714 as significantly differentially expressed, of which 1,903 were upregulated and 1,811 were downregulated upon TDP-43 ASO knockdown (Fig 3b). Our analysis discovered many more genes than the 362 upregulated and 239 downregulated found in the original report, likely due to our improved mapping power as well as the statistical improvements of DESeq2 over the original approach, which used a simple Z score statistic based on the assumption of reads following a normal distribution to detect differential expression [14,20]. Additionally, in the original analysis, samples were merged together according to experimental group (control vs. TDP-43 ASO) before performing differential expression analysis which appeared to result in a loss of statistical power. However, principal component analysis confirmed the clustering of samples within knockdown and control conditions, reflecting true transcriptomic changes due to TDP-43 knockdown (Fig 3c).

Strikingly, although the two datasets shared 10,345 expressed transcripts meeting the minimum read threshold (corresponding to 97.58% of expressed genes in the ΔNLS experiment and 86.81% of expressed genes in the ASO experiment), the two experiments revealed vastly different effects on the expression levels of these transcripts. In fact, only 495 and 202 were significantly down- or up-regulated in both datasets, respectively (Fig 3d). Thus, the effects of overexpressing ΔNLS-hTDP-43 seem to be distinct from those caused by a direct loss of TDP-43 function, again suggesting that many of the transcriptomic changes observed in ΔNLS-hTDP-43 mice may be due to a cytoplasmic gain of TDP-43 function.

We described above that ΔNLS-hTDP-43 mice exhibit a low number of splicing changes. To demonstrate that this was not due to a lack of power to detect splicing changes in our analysis pipeline, we performed an identical DEXSeq analysis on the RNA sequencing data from the TDP-43 ASO knockdown experiment. Remarkably, 1,029 out of 250,620 exons were significantly differentially spliced upon ASO knockdown, corresponding to 752 unique genes (Fig 3e). The previously described splicing analysis of this data found 788 genes containing splicing alterations using a splicing sensitive microarray [27]. Comparison of our results with these results is not straightforward, as DEXSeq only identifies differential exon usage, while splicing microarrays assay other classes of splicing events including alternative transcription start sites and alternative 3’ or 5’ splice sites. In line with this, we found that 115 of the genes we identified as containing changes in exonic splicing events were present in the splicing microarray results. It is important to note that transcriptome wide splicing analysis is still difficult, with different technological platforms and computational methods yielding different results [36]. Despite the low overlap with the splicing microarray analysis, likely due to these technological differences, this analysis nevertheless supports the lack of alternative splicing events due to ΔNLS-hTDP-43 overexpression. Given that the ΔNLS and ASO experiments had similar numbers of uniquely mapped reads, the low number of alternative splicing events identified in the ΔNLS mice does not appear to be due to insufficient read depth or inappropriate choice of methodology. Rather, there appears to be a real paucity of alternative splicing events upon ΔNLS-hTDP-43 overexpression, supporting the hypothesis that the main effects of ΔNLS-hTDP-43 are due to a cytoplasmic gain of function rather than a nuclear loss of function.

Next, to compare the enriched pathways in the two experiments, we performed an identical pathway analysis procedure on the ASO data. In contrast to the 8 significant pathways identified in the ΔNLS-hTDP-43 experiment, we found 64 significantly enriched pathways among the differentially expressed genes (EASE score P-value < 0.001, Fig 3f). These pathways appear to reflect an overall wound response with associated neuronal loss: nearly all of the downregulated pathways represent loss of neuronal function (including synaptic transmission, dendrite, synaptosome, neurotransmitter transport, synaptic vesicle, microtubule cytoskeleton, and many more). Additionally, almost all of the upregulated pathways appear to be related to inflammation and the wound response (including positive regulation of cell death, response to wounding, regulation of cytokine production, myeloid cell differentiation, T cell proliferation, and many more). This indicates that the transcriptomic changes seen in ASO mice may reflect not only the effects of knocking down TDP-43, but also changes due to reaction against the invasive injection of the antisense oligonucleotide [14].

### A Role for TDP-43 in Histone Dysregulation

As chromatin assembly and transcription-related genes were previously found to be dysregulated by microarray [13] and identified again here by RNA sequencing, we sought to further characterize these pathways by investigating whether TDP-43 regulates histone transcripts. It is important to note that the RNA sequencing protocol had a polyadenylation selection step. 

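A set of 35 chromatin assembly genes past the read threshold, written before the data were examined, had a median log2(fold change) of -0.01. Of the 35, 17 were higher in the bigenic mice, 6 significantly higher and 6 significantly lower (limma's camera adjusted p-value = 0.695, exact p over the 35 splits of the mice = 0.629). The median was 0.02 among genes with at least 10 RPM in every mouse, and between -0.05 and 0.06 with each mouse left out in turn. Single members changed. Rbbp7 (uc009uug.2), whose exons overlap those of Txlng and of which 83.7% of 50-base windows occur once in the genome, had 1181 ± 97 normalized counts (SD, n = 4) in the bigenic mice and 2045 ± 103 (SD, n = 4) in the nontransgenic mice, with a log2(fold change) of -0.79 (limma adjusted p-value = 0.000124). Hira (uc007yoq.1), whose exons overlap those of Gm15797, had 3208 ± 426 (SD, n = 4) against 1688 ± 65 (SD, n = 4) normalized counts, with a log2(fold change) of 0.92 (limma adjusted p-value = 0.000124). One bigenic mouse lay above the other 3 for Hira, with 3845 normalized counts. The transcription set is given with the upregulated pathways.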

Histone transcripts can be subdivided into canonical versus variant transcripts: canonical histone transcripts are generally not polyadenylated but rather exhibit a terminal stem-loop structure which is important for their proper trafficking and metabolism. However, misprocessing of canonical histone transcripts can lead to aberrant polyadenylation [37,38]. In contrast, variant histone transcripts are normally polyadenylated [39].

We manually generated lists of canonical non-polyadenylated histones as well as histone variants that are polyadenylated in order to compare the effects of the ΔNLS-hTDP-43 overexpression on these types of histone genes (S3 Table). Out of 34 canonical histone genes and 15 variant histone genes, we only found 5 and 10, respectively, that met the read count threshold in our DESeq2 analysis. However, because the 3’ ends of many histone mRNAs are identical and the coding sequence is highly conserved between histone transcripts [40], we reasoned that the DESeq2 analysis, which used only uniquely mapping reads, was limiting our ability to quantify the expression of histone transcripts. 

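In the deposited values, 5 canonical and 9 variant histone genes of S3 Table passed the threshold of 10 RPM in at least one mouse. By limma, 2 of the 5 canonical genes changed significantly. Hist1h2be (uc011yxg.1) rose from 48.5 ± 7.7 normalized counts (SD, n = 4) in the nontransgenic mice to 218 ± 66 (SD, n = 4) in the bigenic mice, a log2(fold change) of 2.10 (standard error 0.26, limma adjusted p-value = 0.00034). Hist1h1c (uc007puq.2) rose by a log2(fold change) of 0.68 (standard error 0.15, limma adjusted p-value = 0.00775). Hist1h2bc, Hist3h2ba and Hist3h2a had log2(fold changes) of 0.65, 0.37 and 0.19, with limma adjusted p-values of 0.0743, 0.150 and 0.393, and all 3 were called with array weights. One bigenic mouse lay below the other 3 for Hist3h2a. Among the variants, H1f0 (-0.73), H2afv (-0.69), H3f3b (-0.54) and H2afy (-0.37) were significantly lower, with limma adjusted p-values of 0.00438, 0.00057, 0.0106 and 0.0179. H3f3a, H1fx, H2afx and H2afj, with log2(fold changes) of -0.77, -0.13, -0.06 and -0.06, and H2afy2, with 0.34, were not significant. The log2 fold change of H2afy2 had limma adjusted p-values of 0.0381 when every mouse had to reach 10 RPM and 0.0434 when each mouse was rescaled to the same total (0.0381 to 0.116 over its alternatives). One bigenic mouse lay below the other 3 for H3f3a and H3f3b. The share of 50-base windows of the exons that occur once in the genome was 49.2% for Hist1h2bc, 74.6% for H3f3a, 76.4% for Hist3h2ba, 80.1% for H3f3b and 88.1% for Hist1h2be, so part of their reads could not be counted. Exons of Hist1h2be and Hist3h2a overlap another gene on the same strand, and those of H3f3a, H2afy2 and H1fx another gene on the opposite strand.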

With this in mind, we allowed reads to multimap to up to 10 genomic loci within histone genes, weighted by the number of multimappings. Results were normalized against 50 random unchanging genes (see methods). Indeed, although some histone genes still had very low coverage, this analysis retrieved additional coverage for each of the 34 canonical and 15 variant histone genes (S3 Table). 

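The deposited values hold only reads that map to one place, without the reads that S3 Table adds. For 12 histone genes past the threshold S3 Table gives a ratio for the gene alone, and these can be set beside the ratio of mean normalized counts. The ratio of bigenic to nontransgenic means was 1.58 for Hist1h1c, where the paper's value is 1.545, and 1.66 for Hist1h2bc, where the paper's is 1.864. For Hist3h2ba it was 1.31 against the paper's 1.267 and for Hist3h2a 1.17 against the paper's 1.154. Among the variants, the ratios from uniquely mapped reads were 0.609 for H1f0, 0.620 for H2afv, 0.691 for H3f3b and 0.778 for H2afy, and the paper's are 0.646, 0.671, 0.7272 and 0.8401. H1fx, H2afj and H2afx had ratios of 0.912, 0.960 and 0.967 beside the paper's 0.902, 1.019 and 0.987, and H2afy2 had 1.27 beside the paper's 1.095.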

Analysis of the difference between bigenic and nontransgenic control histone gene coverage showed that the canonical histones were upregulated in the bigenic mice (fold change = 2.12, 2-sided t-test p = 0.046), while the variant histones were slightly but significantly downregulated in the bigenic mice (fold change = 0.841, 2-sided t-test p = 0.017) (Fig 4a). 

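With the uniquely mapped reads of the deposited table, the geometric mean of the 5 canonical histone genes was 412 ± 95 normalized counts (SD, n = 4) in the bigenic mice and 232 ± 30 (SD, n = 4) in the nontransgenic mice. The ratio was 1.78 (exact two-sided permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). Bigenic mice ranged from 272 to 486 and nontransgenic mice from 190 to 254.9. The 5 genes did not contribute equally. Hist1h2be had a ratio of means of 4.49, and the others had ratios between 1.17 and 1.66. For Hist1h2bc, Hist3h2ba and Hist3h2a the bigenic and nontransgenic mice overlapped. No gene was left out in turn, so how far the ratio of 1.78 and its p rest on Hist1h2be was not tested. The geometric mean of the 9 variant genes was 408 ± 42 (SD, n = 4) and 514 ± 20 (SD, n = 4), a ratio of 0.795 (exact two-sided permutation test, p = 0.0286). Divided by the geometric mean of 50 random unchanging genes, the ratios were 1.74 and 0.779. With each mouse rescaled to the same total, the canonical ratio was 1.79 with an exact permutation p of 0.0571. Leaving out each mouse in turn gave canonical ratios from 1.67 to 1.98 and variant ratios from 0.775 to 0.834.

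**Figure D3:**
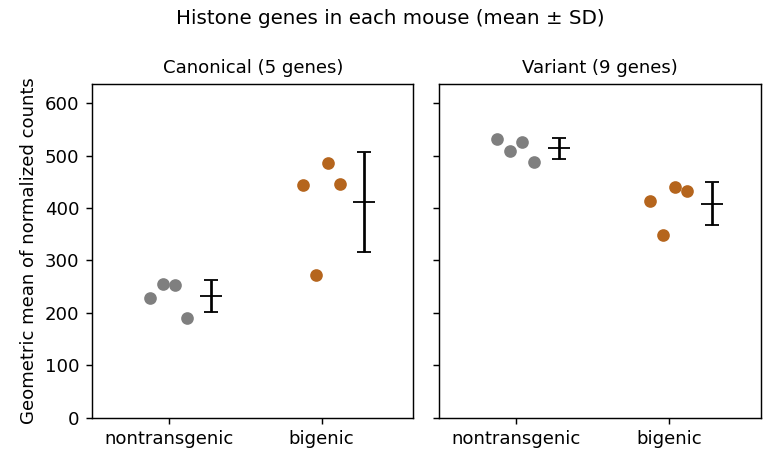
Geometric mean of normalized counts of the 5 canonical and 9 variant histone genes in each of 4 nontransgenic mice (grey) and 4 bigenic mice (brown), with the mean and SD of each group in black. Bigenic mice lie above all nontransgenic mice for the canonical genes, from 272 to 486 against 190 to 254.9, and below them for the variant genes.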

Notably, the significant upregulation of canonical histones in this poly(A)^+^ selected dataset implies that these transcripts were aberrantly polyadenylated, allowing our protocol to detect them.

**Fig 4:**
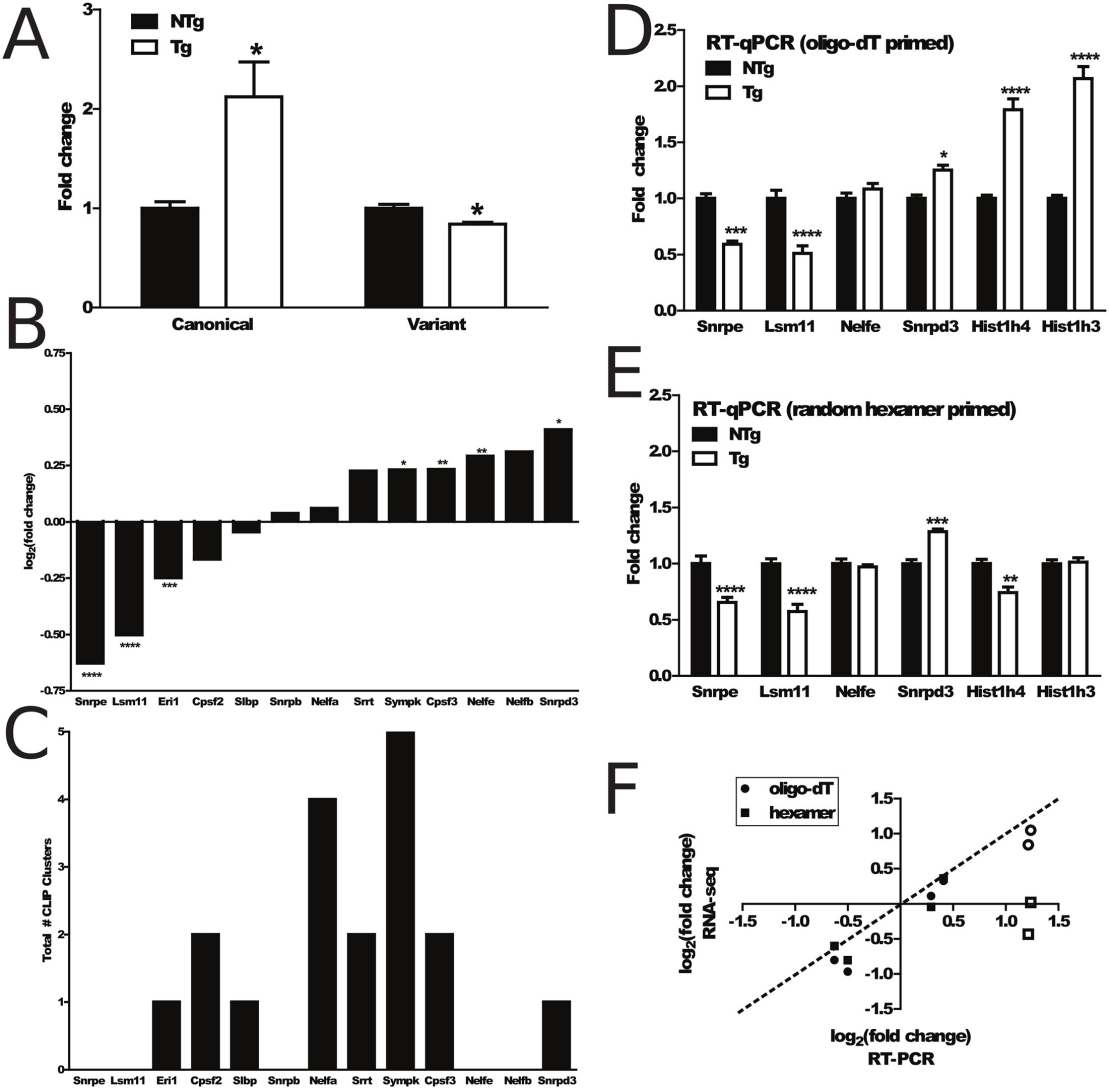
Histone transcript dysregulation in ΔNLS-hTDP-43 mice. (A), Comparison of multimapped read fold change in canonical and variant histones shows a significant upregulation in canonical histones (fold change = 2.12, 2-sided t-test p = 0.046) and significant but slight downregulation in variant histones (fold change = 0.841, 2-sided t-test p = 0.017) in transgenic vs nontransgenic mice. (B), Analysis of log_2_(fold changes) of genes involved in histone 3’ UTR processing reveal an enrichment of significantly changing genes. (C), Analysis of TDP-43 CLIP binding on genes involved in histone 3’ UTR processing shows enrichment for CLIP binding. (D), RT-qPCR validation of histone 3’ UTR processing genes and canonical histones with an oligo-dT selection for polyadenylated RNA confirms the upregulation in aberrantly polyadenylated histone genes in the ΔNLS-TDP-43-expressing mice. (E), Similar RT-qPCR validation with random hexamer priming shows that non-polyadenylated canonical histones are not significantly upregulated in the bigenic mice. (F), Comparison of RNA-seq and RT-PCR analysis validates RNA-seq results, except for histone transcripts (white filled symbols) which revealed distinct results when priming with random hexamers versus oligo-dT’s. *p < 0.05, **p < 0.01, *** p < 0.001, **** p < 0.0001.

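Of the 13 histone 3’ UTR processing genes past the read threshold, 7 (53.8%) were differentially expressed by limma, against 35.8% of the other genes tested. Fisher's exact two-sided test of this difference gave p = 0.245. Counted from the paper's deposited results table, 7 of the 10 listed genes with an adjusted p-value are called, against 45.8% of all genes with one (Fisher's exact two-sided test, p = 0.202).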

To determine whether these changes in canonical histone expression were due to direct interactions with TDP-43, we used High Throughput Sequencing of RNA isolated by Cross-Linking and Immuno-Precipitation (HITS-CLIP) data of TDP-43 RNA binding sites from a previous study to see whether TDP-43 directly binds to canonical histone transcripts [27]. Analysis of the HITS-CLIP data found that out of 28,661 protein coding genes (mm9 refSeq mouse genome), 7,697 genes had TDP-43 binding clusters in their exons, introns, 3’ UTRs, or 5’ UTRs. However, only one canonical histone transcript contained any significant TDP-43 binding sites (*Hist1h2bc* with 2 hits in the 3’ UTR) while three variant histone transcripts contained TDP-43 binding sites (*H2afy*, *H2afy2*, and *H3f3a*), suggesting that the majority of TDP-43’s effects on histone transcripts are due to indirect interactions.

We next hypothesized that aberrant polyadenylation of histone transcripts could be due to a dysregulation of transcripts that regulate histone 3’ UTR processing. We manually generated a list of such genes involved in histone 3’ UTR processing (Table 1). Analysis of this list showed that several of these genes were significantly dysregulated in bigenic mice (Fig 4b). These transcripts were also enriched for TDP-43 RNA binding sites from the HITS-CLIP data (Fig 4c), suggesting a direct role of TDP-43 in regulating these transcripts.

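By limma, 7 of the 13 genes changed at an adjusted p-value below 0.05, and 7 when the adjustment covered this list alone. Cpsf3 (uc007ndp.2, chromosome 12, 21292158 to 21320917) had 1077 ± 67 normalized counts (SD, n = 4) in the bigenic mice and 887 ± 16 (SD, n = 4) in the nontransgenic mice, with a log2(fold change) of 0.28 (standard error 0.07, limma adjusted p-value = 0.0149). Sympk rose by 0.27 (limma adjusted p-value = 0.038) and Eri1 fell by 0.22 (limma adjusted p-value = 0.0495), both of them called in few of the fits that left out a mouse (2 of 8 for Sympk and 1 of 8 for Eri1). One nontransgenic mouse lay above the other 3 for Eri1. The others called were Snrpd3, Nelfe, Snrpe and Lsm11. Cpsf2, Slbp, Snrpb, Nelfa, Srrt and Nelfb had log2(fold changes) of -0.14, -0.04, 0.08, 0.10, 0.26 and 0.38, with limma adjusted p-values between 0.150 and 0.872. One bigenic mouse lay above the other 3 for Snrpb. Among these 6, the sign of Slbp, Snrpb and Nelfa changed when one mouse was left out, and 83.8% of the 50-base windows of Slbp occur once in the genome. With each mouse left out in turn, Srrt lay between 0.04 and 0.37 and Nelfb between 0.16 and 0.47. Both were lowest without the bigenic mouse that lies apart on the principal components. Of the fits that left out a mouse, between 4 and 8 of the 13 genes were called. After removal of GC content and length trends, an alternative chosen after seeing the data, 4 were called. With limma's array weights 9 were called, with Cpsf2 and Slbp added. Before giving the list, the paper proposes that aberrant polyadenylation of histone transcripts could be due to changes in such genes.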

**Table 1:** List of genes involved in histone 3’ UTR processing.

Gene Symbol	Present in DESeq?*	Role
Cpsf2	Yes	Likely to interact with CPSF-73 for cleavage
Cpsf3	Yes	Endonuclease, cleaves histone pre-mRNAs
Eri1	Yes	Aids Slbp in stem loop binding, U7 snRNP stabilization
Lsm10	No	Part of U7 snRNP, process histone mRNA for splicing
Lsm11	Yes	Part of U7 snRNP, process histone mRNA for splicing
Nelfa	Yes	Participates in histone 3’ UTR processing
Nelfb	Yes	Participates in histone 3’ UTR processing
Nelfe	Yes	Participates in histone 3’ UTR processing
Slbp	Yes	Binds stem loop, essential factor
Snrpb	Yes	Part of U7 snRNP, process histone mRNA for splicing
Snrpd3	Yes	Part of U7 snRNP, process histone mRNA for splicing
Snrpe	Yes	Part of U7 snRNP, process histone mRNA for splicing
Snrpf	No	Part of U7 snRNP, process histone mRNA for splicing
Snrpg	No	Part of U7 snRNP, process histone mRNA for splicing
Srrt	Yes	Promotes proper histone 3’ UTR formation
Sympk	Yes	Heat sensitive, essential component of processing machinery
Zfp100	No	Limiting factor in 3’ UTR processing reaction

*Indicates whether this transcript met the minimum threshold count for DESeq2 analysis.

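In the deposited normalized counts, 13 of the 17 genes of Table 1 reached 10 RPM in at least one mouse. The 4 others, Lsm10, Snrpf, Snrpg and Zfp100, are not named in the deposited results. Nelfa, Nelfb and Nelfe are listed there under the older symbols Whsc2, Cobra1 and Rdbp. Of the 13, Slbp, Srrt and Cobra1 have no adjusted p-value in the paper's deposited table. Exons of Whsc2 overlap those of Whsc1 on the opposite strand.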

Notably, survival of motor neuron (*Smn*), another protein implicated in motor neuron degeneration, is also known to regulate histone 3’ UTR processing [38]. 

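Smn1 (uc007rqh.1, chromosome 13, 100894807 to 100907645) had 201 ± 14.5 normalized counts (SD, n = 4) in the bigenic mice and between 239 and 262 in the 4 nontransgenic mice. All 4 bigenic mice were lower than all 4 nontransgenic mice, with a ratio of means of 0.787 (exact two-sided permutation test, p = 0.0286). The log2(fold change) was -0.35 (standard error 0.10, limma adjusted p-value = 0.0257). With each mouse left out in turn it stayed between -0.38 and -0.30, and 5 of the 8 fits kept an adjusted p-value below 0.05.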

Interestingly, *Smn* splicing is regulated by TDP-43 [30], and its transcript was significantly downregulated upon ΔNLS-hTDP-43 expression in our dataset (log_2_(fold change) = -0.34, adjusted p-value = 0.001034), further supporting the hypothesis that the transgene overexpression leads to aberrant histone 3’ UTR processing.

To validate these changes in histone 3’ UTR processing genes, we performed RT-qPCR on the same samples used for RNA sequencing to measure canonical histone transcripts (*Hist1h4*, *Hist1h3*), and several transcripts that regulate histone 3’ UTR processing (*Snrpd3*, *Nelfe*, *Snrpe* and *Lsm11*). To test whether the observed changes in canonical histones were due to aberrant polyadenylation, we used both an oligo-dT primer, which selects for polyadenylated RNA transcripts, and random hexamer primers, which have no such selection bias. RT-qPCR measurements using either oligo-dT priming or random hexamer priming validated our RNA-seq data for transcripts which regulate histone 3’ UTR processing (Fig 4d and 4e). 

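In the RNA-seq data of the same mice, Snrpe (uc007cql.2) had 206 ± 31 normalized counts (SD, n = 4) in the bigenic mice and 321 ± 14 (SD, n = 4) in the nontransgenic mice, with a log2(fold change) of -0.64 (standard error 0.12, limma adjusted p-value = 0.0032). Lsm11 (uc007ins.1) had 796 ± 156 (SD, n = 4) against 1155 ± 147 (SD, n = 4), with a log2(fold change) of -0.55 (standard error 0.15, limma adjusted p-value = 0.0164). Nelfe, listed as Rdbp (uc008cdw.1), rose from 440 ± 25 (SD, n = 4) to 552 ± 26.5 (SD, n = 4), with a log2(fold change) of 0.33 (standard error 0.08, limma adjusted p-value = 0.0117). Snrpd3 (uc007fqm.1) rose from 558 ± 47 (SD, n = 4) to 798 ± 205 (SD, n = 4), with a log2(fold change) of 0.49 (standard error 0.16, limma adjusted p-value = 0.0338). For all 4 genes the groups did not overlap (exact two-sided permutation test, p = 0.0286). Snrpe, Lsm11 and Rdbp kept an adjusted p-value below 0.05 with each mouse left out in turn, and Snrpd3 in 3 of the 8 fits. With GC content and length trends removed, an alternative chosen after seeing the data, the adjusted p-value for the log2 fold change of Rdbp was 0.124 (0.000246 to 0.124 over its alternatives).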

Interestingly, in the oligo-dT primed experiment, canonical histone genes were significantly upregulated (*Hist1h4* fold change = 2.07, t-test p = 0.0001; *Hist1h3* fold change = 1.79, t-test p = 0.00003; Fig 4d), while the random hexamer primed experiments revealed no upregulation in these genes (Fig 4e). In fact, *Hist1h4* was significantly downregulated in the bigenic mice when there was no poly(A)^+^ selection step (fold change = 0.74, t-test p = 0.003, Fig 4e). Visualized another way, comparison of the expression changes based on RNA-seq versus RT-qPCR showed a high correlation with the exception of the random hexamer primed canonical histone genes (Fig 4f, white boxes). This confirms that ΔNLS-hTDP-43 expression leads to differential expression of transcripts which regulate histone 3’ UTR processing, coincident with an upregulation in aberrantly polyadenylated canonical histone genes. Additional mechanistic studies are required to establish a direct link between ΔNLS-hTDP-43 overexpression and the observed histone dysregulation, but these results suggest that this dysregulation may be mediated through changes in expression of histone 3’ UTR processing genes.

To confirm that these changes were due to transgene overexpression, we performed RT-qPCR on four groups of mice: bigenic mice maintained on doxycycline until 28 days of age followed by 10 days off doxycycline, bigenic mice maintained on doxycycline until sacrifice, nontransgenic mice maintained on doxycycline until 28 days of age followed by 10 days off doxycycline, and nontransgenic mice maintained on doxycycline until sacrifice (Table 2). First, we confirmed that the levels of polyadenylated histone transcripts (Hist1h3 and Hist1h4, as determined by calculating the amount of oligo-dT primed histone cDNA normalized by the amount of random hexamer primed histone cDNA) were no longer altered in transgenic mice maintained on doxycycline.

**Table 2:** qPCR validation results for control validation groups. Off-dox refers to mice fed a doxycycline-containing diet until 28 days of age followed by 10 days off doxycycline before sacrifice, while on-dox refers to mice fed a doxycycline-containing diet until sacrifice (n = 4 to 5 per group). Values shown as mean ± SE. In top two rows (Hist1h3, Hist1h4), values are ratios of oligo-dT:random hexamer-primed expression, and in remaining rows, values are random hexamer-primed expression values normalized to housekeeping genes.

	Bigenic		Non-transgenic		Two-way ANOVA			Post-hoc analysis	
	Off-dox	On-dox	Off-dox	On-dox	Genotype	Treatment	Interaction	Off-dox	On-dox
**Hist1h3**	2.11 ± 0.18	1.39 ± 0.33	0.88 ± 0.10	1.10 ± 0.05	0.0020	0.7239	0.0102	***	ns
**Hist1h4**	1.45 ± 0.05	1.17 ± 0.09	0.93 ± 0.04	1.07 ± 0.04	0.0006	0.6004	0.0071	***	ns
**Snrpe**	0.79 ± 0.03	1.10 ± 0.05	0.95 ± 0.04	1.04 ± 0.03	0.2326	0.0160	0.0002	*	ns
**Lsm11**	0.68 ± 0.17	0.93 ± 0.10	0.99 ± 0.06	1.01 ± 0.05	0.0779	0.2068	0.2988	ns	ns
**Nelfe**	1.03 ± 0.04	1.05 ± 0.04	0.97 ± 0.03	1.02 ± 0.03	0.2879	0.3460	0.6109	ns	ns
**Snrpd3**	1.28 ± 0.06	1.02 ± 0.06	1.07 ± 0.03	0.94 ± 0.04	0.0127	0.0023	0.2149	*	ns

*p < 0.05,

***p < 0.001.

We also extended these analyses to measure the transcript levels for 3’UTR processing genes. The change in Snrpe and Snrpd3 expression observed in bigenic mice off doxycycline was no longer observed in bigenic mice maintained on doxycycline, and there was a non-significant trend towards the same effect for Lsm11. These results demonstrate that repressing transgene expression with doxycycline reverses the histone and 3’UTR processing gene dysregulation in bigenic mice.

### Alteration of Nuclear Morphology

Given that ΔNLS-hTDP-43 expression leads to dysregulation of transcription, chromatin assembly, and nucleolar function together with apparent changes in histone transcript processing, we next investigated the effects of ΔNLS-hTDP-43 overexpression on both chromatin and nucleolar structure. Histological analysis of the ΔNLS-hTDP-43 expressing mouse brain sections stained with cresyl violet revealed widespread nuclear abnormalities (Fig 5a). Normal pyramidal neurons within the hippocampus demonstrate moderately sized nucleoli together with several additional foci of heterochromatin (n = 16 nontransgenic or monogenic mice). In contrast, hippocampal pyramidal neurons from bigenic mice demonstrated markedly enlarged nucleoli. Moreover, the nuclear chromatin was altered such that there was prominent, densely packed perinucleolar chromatin and a loss of non-nucleolar heterochromatin. These changes were accompanied by uniform enlargement of nuclei (i.e. nucleomegaly). These morphologic changes were seen not only in hippocampal pyramidal neurons, but also in many neuronal populations which express the TDP-43 transgene in this transgenic model including neocortical neurons, olfactory bulb granular neurons and others (Fig 5a). In contrast, regions devoid of transgene expression such as the cerebellum did not exhibit histologic evidence of chromatin abnormalities or nucleomegaly (Fig 5a). These histologic changes were seen in all bigenic mice in which transgene expression was turned on for 3 months or longer (n = 14, ranging from 3 months to 15 months of transgene expression). In contrast, nuclear changes were subtle or absent in mice with shorter lengths of transgene expression (n = 21, ranging from 0 to 2 months of transgene expression). Overall, these results corroborate the results of the transcriptomic analysis, supporting a role of cytoplasmic TDP-43 overexpression in chromatin assembly pathways as well as nucleolar structure and function.

**Fig 5:**
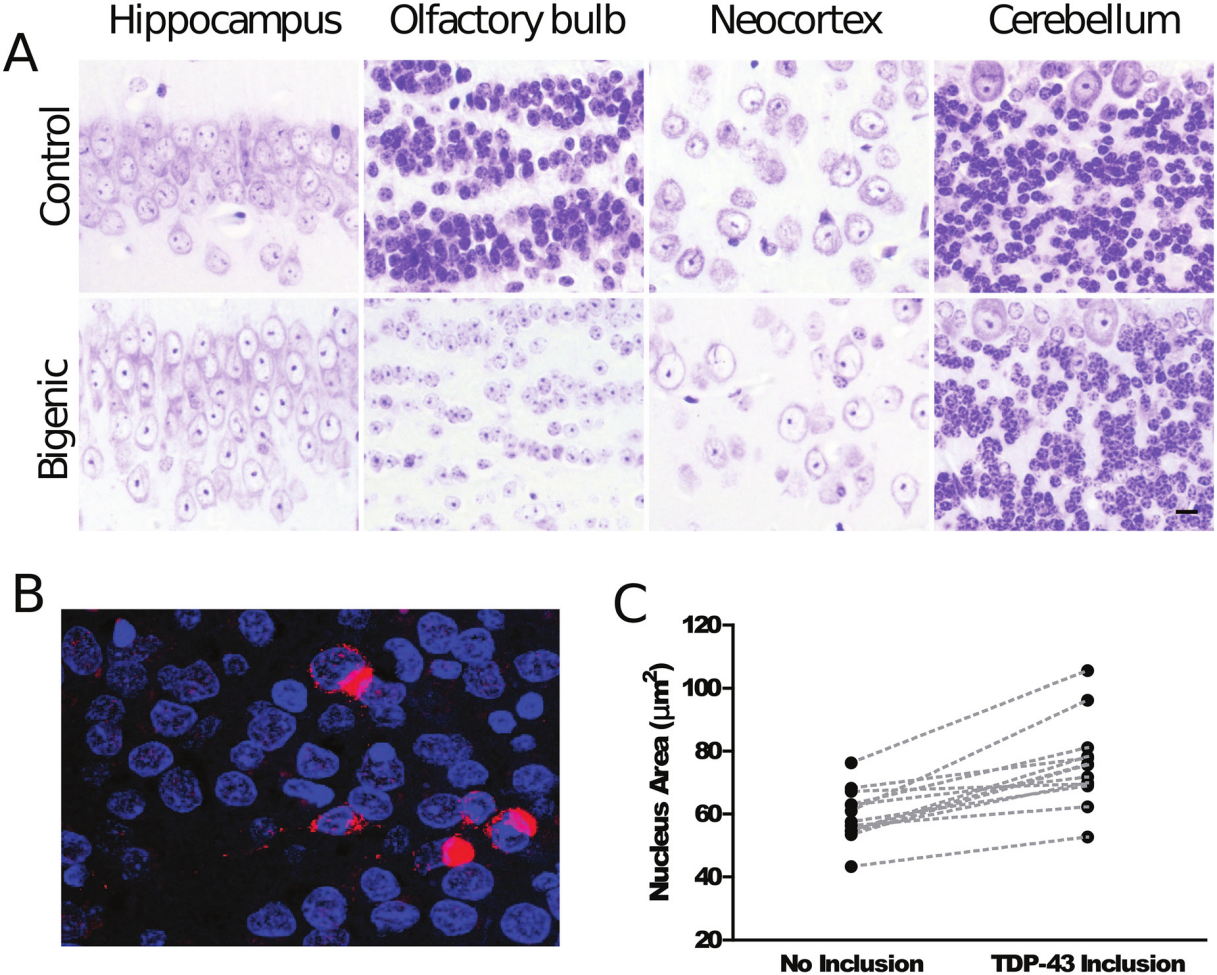
Altered nuclear morphology associated with cytoplasmic TDP-43 protein. (A) Cresyl violet staining of bigenic mice brain sections reveals abnormal nucleolar and chromatin structure and nucleomegaly affecting hippocampal pyramidal (CA1) neurons, olfactory bulb granular neurons, and neocortical neurons. Cerebellar granular and Purkinje neurons, where the transgene is not expressed, show no nuclear morphologic change. (B) Representative confocal immunofluorescence image of human hippocampal dentate gyrus neuronal nuclei stained with DAPI (blue) with and without TDP-43 inclusions (red). (C) Quantification of average cross sectional nuclear area of neurons without TDP-43 inclusions (n = 254) and neurons with TDP-43 inclusions (n = 133) from 13 different FTLD-TDP cases. Median value of nuclear area for neurons without TDP-43 inclusions is 57.56 μm^2^ and is 75.66 μm^2^ for neurons with TDP-43 inclusions. Paired t-test reveals a significant difference in nuclear size (p < 0.0001).

To extend these observed effects on nuclear structure, hippocampal sections from human cases of FTLD-TDP were immunostained for TDP-43 protein and examined for changes in nuclear structure. Hippocampal dentate gyrus granular neurons were studied given their uniform size and shape. Although overt chromatin abnormalities were not obvious, nuclei of neurons with cytoplasmic TDP-43 aggregates appeared to be slightly larger than nuclei from adjacent uninvolved neurons. To verify this finding, the cross-sectional areas of neuronal nuclei with and without TDP-43 inclusions were measured from three-dimensional confocal microscopy image stacks. 133 nuclei associated with TDP-43 inclusions and 254 adjacent uninvolved nuclei were measured from 13 human cases which revealed that nuclei of neurons with cytoplasmic TDP-43 aggregates had a 31.4% larger cross-sectional area (75.66 μm^2^) relative to nuclei of adjacent uninvolved neurons (57.56 μm^2^) (Fig 5b). Comparing the average cross sectional area of nuclei from neurons with inclusions against those without by case showed that this difference was significant (paired t-test p < 0.0001, Fig 5c). Thus, nucleomegaly is a feature of both experimental models of TDP-43 proteinopathy and human disease neurons.

## Discussion

The integrative analysis of the molecular phenotype of the ΔNLS-hTDP-43 expressing mouse performed in this study revealed varied effects of the cytoplasmic overexpression of TDP-43. Transcriptomic analysis using RNA sequencing technology revealed broad effects of the transgene overexpression, including upregulation of genes related to transcription, chromatin assembly, the nucleolus and protein metabolism, as well as downregulation of genes related to synaptic activity and posttranslational modification. We identified specific dysregulation in histone 3’ UTR processing genes due to cytoplasmic TDP-43 overexpression, coincident with the surprising overrepresentation of canonical histone transcripts in the poly(A)^+^ selected RNA sequencing data and elucidating a specific role for TDP-43 in the previously reported dysfunction of the chromatin assembly pathway [13]. Defects in chromatin assembly and the nucleolus were also confirmed histologically where abnormal patterns of chromatin staining and nucleomegaly were observed. Importantly, these abnormal patterns were identified in both the experimental mouse model as well as in human FTD-TDP patients, suggesting that the transcriptomic changes underlying these chromatin assembly defects may also be relevant to the disease in humans. Nucleomegaly has not been well studied in neurodegenerative diseases, but it has been observed in asymptomatic Alzheimer’s disease patients [41].

In the broader context of TDP-43 biology, this analysis suggests that a gain of cytoplasmic TDP-43 function affects nuclear dynamics. Specifically, the presence of increased cytoplasmic levels of TDP-43 protein leads to aberrations in histone 3’ UTR processing gene transcription, resulting in defects in histone processing such as irregular polyadenylation that contribute to defects in the chromatin assembly process. Several lines of evidence support this claim, including the presence of aberrantly polyadenylated canonical histone transcripts in the RNA sequencing data, PCR validation of increases in polyadenylated canonical histones, and histological validation of defects in chromatin assembly.

Although we had previously hypothesized that the toxic effects of the ΔNLS-hTDP-43 overexpression were caused by dysregulation of endogenous mTDP-43, therefore mainly representing a loss of function [13], our comparison with the ASO TDP-43 knockdown experiment showed that, at least on the transcriptomic level, mice expressing ΔNLS-hTDP-43 show little evidence of a pure loss of function. It is clear from our previous study that the endogenous nuclear mTDP-43 levels are reduced following ΔNLS-hTDP-43 expression, but hTDP-43 was also shown to be present at significant levels in the nucleus [13]. Our fractionation protocol confirmed that the levels of total (mouse and human) TDP-43 protein were similar in nuclei of both bigenic and nontransgenic mice, suggesting that despite the introduction of a mutation within the nuclear localization signal, the transgene is able to generate enough nuclear hTDP-43 protein to compensate for the downregulation in mTDP-43 expression.

The lack of transcriptomic similarity with the ASO knockdown, the unchanged level of nuclear total TDP-43 protein, and the marked increase in cytoplasmic TDP-43 protein levels altogether suggest that the widespread degeneration and transcriptomic changes observed in the ΔNLS-hTDP-43 expressing mice may be mainly due to a toxic gain of cytoplasmic TDP-43 function. This is further supported by the paucity of splicing changes upon expression of ΔNLS-hTDP-43, implying that the exogenous hTDP-43 seems to be able to mostly compensate for the disruption of endogenous mTDP-43 nuclear splicing regulatory activity. It is important to note that cytoplasmic TDP-43 inclusions are very rare in these mice, suggesting that the effects observed in this model seem to be due specifically to a gain of cytoplasmic function as opposed to toxic aggregation. Furthermore, comparison of the transcriptomic results with HITS-CLIP data of TDP-43 RNA binding partners showed that six out of the eight significantly changing pathways were significantly enriched for TDP-43 binding targets (data not shown). This suggests that many of the transcriptomic effects in these mice involve the direct interactions of TDP-43 with its RNA targets, as opposed to indirect effects arising from the cytoplasmic mislocalization.

This analysis also confirmed our previous report of ΔNLS-hTDP-43 affecting chromatin assembly genes. Our RNA-seq, HITS-CLIP and RT-PCR analyses showed that TDP-43 interacts with and alters the expression of several transcripts involved in histone 3’ UTR processing, suggesting that canonical histone dysregulation may be a mechanism by which chromatin assembly pathways and nuclear dynamics are disrupted. These transcriptomic results were supported by our histological findings which showed irregular chromatin structure in neurons expressing ΔNLS-hTDP-43.

Aberrant histone transcript polyadenylation has been shown to affect translation of histone transcripts. Knockdown of stem loop binding protein, the protein that binds the stem loop of histones and facilitates proper histone transcript processing and trafficking, leads to aberrantly polyadenylated histone transcripts which are retained in the nucleus and therefore not translated [42]. However, another study suggested that polyadenylated histone transcripts can be transported to the cytoplasm, bound to polyribosomes, and translated [43]. Furthermore, as histone translation is highly dependent on cell cycle stage [39], the regulation of histone transcripts in non-dividing neurons is not well understood. We did not detect a change in the levels of histone protein H3 in bigenic mice compared to nontransgenic controls at steady state (Fig 2). Given the strong physical association between histone proteins and chromatin, a reduction in histone protein synthesis may not lead to changes in steady state histone levels but rather could lead to more subtle changes in histone turnover or flux. Another layer of complexity is that independent of any effects on translation, the degradation of these histone transcripts, which is also cell cycle dependent [39], may also be affected by aberrant polyadenylation.

Together, this study further supports the importance of the role of TDP-43 in transcriptional regulation and identifies a specific effect of the overexpression of cytoplasmic TDP-43 on nuclear dynamics and misprocessing of the 3’ end of histone transcripts. Although this model artificially induces a gain of cytoplasmic function, the results observed here provide an insight into the consequences of pathological cytoplasmic accumulation of TDP-43. The question of whether the pathological effects of TDP-43 in ALS and FTLD-TDP are caused by a nuclear loss of function or a cytoplasmic gain of function is still uncertain [44], but this study provides an improved understanding of the effects of a cytoplasmic gain of function. The mice expressing the ΔNLS-hTDP-43 transgene suffered neurodegeneration without common cytoplasmic TDP-43 aggregations [13], suggesting that the mechanisms identified in this study may play an important role in the pathological process even without the development of TDP-43 inclusions, perhaps modeling a pre-aggregated disease state.

## Supporting Information

S1 Table Alternatively spliced genes in ΔNLS-hTDP-43 mice. Exon IDs include 3 digits because some annotated genes include hundreds of exons. NA gene symbols represent exons from unannotated genes, and both unannotated genes and exon IDs are directly from the Ensembl mm9 genome annotation [23].
(XLSX) Click here for additional data file.

S2 Table RT-qPCR Primer Sequences. (XLSX) Click here for additional data file.

S3 Table Canonical and variant histone genes in the multimapping analysis. Entries with the same gene cluster entry represent different members of highly similar clusters. Type c = canonical, v = variant.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

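RNA from the right cortex of 4 bigenic and 4 nontransgenic mice was sequenced by the authors after poly(A)+ selection, 10 days after doxycycline was removed at 28 days of age. The authors trimmed adaptors with cutadapt, mapped reads to mm9 with Bowtie, kept uniquely mapping reads, counted reads on exons with bedtools and merged exons into genes. Of these steps the deposited files already include all. The reads that the authors added for histones, by allowing several mappings, were not analysed here.

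The first deposited table holds a signal for each of 28662 transcripts in each mouse, as whole numbers that are not raw counts. Integers are missing or doubled at a regular step in each column, as happens when reads are divided by a factor per mouse and rounded. What 1 read is worth was estimated per column by maximum likelihood from values up to 300. The estimate was tested on simulated columns, where 8 of 8 steps were recovered within 1 percent. Whole reads could be obtained only for the columns in which a read is worth more than 1, which is the case for 3 of the 8, so tests made for raw counts were not run. Between about 10.6 M and 31.9 M reads per mouse lie on genes, and 3 reads correspond to between 1.94 and 6.20 normalized counts. The second deposited table holds the authors' DESeq2 results for 10601 genes. It gives the mean signal, the authors' log2 fold change with its standard error, and the authors' p-value, adjusted p-value and q-value. An adjusted p-value is missing for 1171 genes. This table was used for gene symbols and to compare calls, not to compute any fold change here.

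Genes with at least 10 RPM of the column total in at least one mouse were kept (10588 genes, of which 8980 passed in every mouse). Values were transformed as log2(value + 1). Bigenic and nontransgenic mice were compared with limma 3.58.1 (lmFit, then eBayes with a trend) in R 4.3.3, with the Benjamini-Hochberg adjustment and a threshold of 0.05. The test was chosen before the data were examined for the case of normalized values. On simulated values for 10588 genes it called 200 of 200 changed genes and 12 unchanged genes, and the median log2 fold change of genes doubled was 1.00. All simulated changes were 2-fold rises or falls, and no simulated mouse lay apart from the others. The real called genes had a median log2 fold change of 0.49 in size, so recovery of changes of that size was not tested. Gene sets were tested with limma's camera method (correlation between genes of 0.01) and adjusted over 13 sets, and each set's shift was compared over the 35 splits of the 8 mice into 4 and 4. Each median was also placed among 10000 random sets matched on mean expression. Sets and marker lists were written by hand, since the annotation terms used by the authors were not used here. Single values per mouse (principal component scores and geometric means of histone genes) were compared with exact two-sided permutation tests over 70 arrangements, whose smallest possible p is 0.0286. Fisher's exact test was used for the histone 3’ UTR processing genes against all other genes tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

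The genes named are those the paper names for these data (Table 1, Smn1, Tardbp, the histone genes of S3 Table past the threshold, Srsf5, Med20, Usp49 and Nrcam, and any transcript for the transgene), the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p-value below 0.05 whose groups do not overlap, and the 2 genes with the smallest adjusted p-value in each gene set. Other genes named in the closing section were chosen after their values were seen. The share of windows of 50 bases in each named gene's exons that occur once in the genome was counted from the same genome build. Positions, GC content and length come from GENCODE, and 96.8% of the genes tested have a GC content and a length.

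Alternatives set before the data were examined were pseudocounts of 10 and 0.1, no filter on low values, a filter in every mouse, rescaling each mouse to the same total, quantile normalization, limma's array weights, an adjusted p-value below 0.01, a change of at least 1.5-fold, the 500 most variable genes and unit variance for the principal components, 50 random unchanging genes for the histones, and leaving out each mouse in turn. Chosen after seeing the data were the authors' list of 10601 genes, limma's voom method on approximate reads, and removal of a quadratic trend on GC content and length from each mouse. Exon-level splicing, the antisense experiment, the microarray and the binding data were left out and their values were not analysed here.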

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

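Groups of 4 mice were tested for a mouse far from the others on 174 values (principal component scores, depth, spread, histone means, gene set medians and named genes), and 12 groups had one, where chance gives about 8.7. Of the tests below, those on genes without an adjusted p-value and on the order of Prnp were chosen after the result was seen.

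One bigenic mouse lay apart from the other 3 on the first principal component, with a score of 46.0 where the other bigenic mice had 12.8, 12.8 and 15.1, and on the second, with -22.3 where the others lay between 15.0 and 15.9. Over all genes, its deviations from the group mean had a spread (SD) of 0.37 on the log2 scale, against 0.14 to 0.23 in the other 7 mice. Its library was the shallowest. Thinning the other 7 libraries to its depth added 17.3% of its spread on average, too little for lower depth to account for it. Its deviations were related to GC content across genes (Spearman rho 0.424), but on the 10247 genes with a known GC content removal of the GC trend from each mouse took the spread only from 0.36 to 0.33, where the largest of the other mice had 0.22. Removal of the length trend left it at 0.36, so that there was nothing for this correction to remove. If the mouse had a stronger response to the transgene, its deviation from 2 of the other bigenic mice would follow the effect in the remaining bigenic mouse, and the Pearson r across genes was 0.24, below the 0.3 set for this test. Sequencing and library batches are not given in the labels and could not be tested, so a biological difference cannot be told from a technical one.

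That mouse may also have decided which genes have an adjusted p-value in the paper's deposited table. Of the 1168 genes past the threshold without one, it was the most extreme of the 8 mice in 988 (84.6%), against 54.4% of the other genes.

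In 7 named genes a bigenic mouse was far from the other 3. It had 974 normalized counts of Snrpb (the others 735 to 773), 50 of H3f3a (the others 155 to 175), 550 of H3f3b (780 to 799), 364 of Hist3h2a (599 to 636), 267 of AK005744 (66 to 89), 3845 of Hira (2961 to 3036) and 881 of Cx3cr1 (802 to 809). In 6 of the 7, all but Cx3cr1, it was the mouse that lies apart on the principal components. In the nontransgenic mice a single mouse was far from the others for Eri1, with 523 normalized counts (the others 479 to 482), for Smn1, with 239 (259 to 262), and for Srsf5, with 2390 (2206 to 2233). No technical or biological explanation was tested for these single values.

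The transcript uc999vvf.1, which has no gene symbol in the deposited table, had at least 29375 normalized counts in every bigenic mouse and at most 80 in every nontransgenic mouse, as a transcript of the transgene would have. The paper does not discuss Prnp, which had at least 25959 normalized counts in every bigenic mouse and at most 14398 in every nontransgenic mouse, with a log2 fold change of 1.54. Exons of Prnp overlap those of Prnd. A candidate explanation for the rise of Prnp is reads from the transgene cassette counted on Prnp, with uc999vvf.1 taken as a transcript of that cassette. The 4 bigenic mice had the same order for both in 6 of their 6 pairs, but this order was seen before the test was written, so the outcome was set to undecided after it was seen, and 4 mice are few, so that a response of Prnp itself cannot be told apart from reads of the cassette counted on Prnp.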

How the results depend on the processing

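The tests of GC content, length and approximate reads were chosen after seeing the data, and the other alternatives before the data were examined. The 35 splits of the 8 mice into 4 and 4 were set before their results were seen.

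The number of differentially expressed genes, 3796, lay between 3388 and 4153 with other pseudocounts, with no filter or a filter in every mouse, after rescaling to the same total and after quantile normalization. With limma's array weights it was 6455 (3611 up and 2844 down), with an adjusted p-value below 0.01 it was 2057, and with a change of at least 1.5-fold it was 1314. Array weights gave the mouse that lies apart a weight of 0.0843 where the highest weight was 3.06, but leaving that mouse out gave 4817 genes. The cause of these changes was not tested. Of the 3796 genes, 3784 were called with array weights as well, 3581 after rescaling, 3518 after quantile normalization and 3744 with limma's voom method on approximate reads. The number was 3304 without a filter, and 3305 with a filter in every mouse, where 8980 genes were tested. With a mouse left out it lay between 2648 and 3765. Leaving out each mouse in turn gave from 2654 to 4817 genes, from 1512 to 2683 upregulated and from 1113 to 2134 downregulated. The share of genes that rose, 57.1%, stayed between 52.1% (quantile normalization) and 59.9% (same total) under the alternatives. No scaling moved the median log2 fold change of all genes by over 0.1. Only 1 of the 35 splits of the mice, the real one, gave as many genes, and no other split gave more than 1 gene. Each other split mixes bigenic and nontransgenic mice, so a group effect adds to its residual spread and lowers its calls. The splits therefore do not show how many genes would be called without a group effect. After removal of GC content and length trends from each mouse, 4038 genes were called and 3482 (91.7%) of the 3796 remained, so that GC content and length do not account for most calls.

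The difference of the groups on the first principal component kept the smallest exact p that the design allows under each alternative run. The rise of the share of differentially expressed genes with expression was 1.95-fold from the 10% of genes with the lowest mean to the 10% with the highest, and 2.56-fold at an adjusted p-value below 0.01.

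Of the histone 3’ UTR processing genes, 7 were differentially expressed. The real split was the only 1 of 35 to give as many, but the others called at most 1 gene among all genes, so the splits are no test of this list. Leaving out each mouse in turn gave from 4 to 8, 4 were called after removal of the GC content and length trends, and 9 with array weights, with Cpsf2 and Slbp added. Apart from the fits that left out a mouse, Eri1 lost its adjusted p-value below 0.05 in 3 of the alternatives set before. Sympk lost it after quantile normalization and without a filter. With a mouse left out, Eri1 kept it in only 1 of 8 fits and Sympk in only 2 of 8. The cause was not tested.

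The canonical histone ratio, 1.78, was 1.79 with each mouse rescaled to the same total, where the exact permutation p was 0.0571 in place of 0.0286, because the lowest bigenic mouse (258) then lay below the highest nontransgenic mouse (261). Leaving out each mouse in turn gave ratios from 1.67 to 1.98, with an exact permutation p of 0.0571 where a nontransgenic mouse was left out. The variant ratio stayed between 0.775 and 0.834 with the same smallest p throughout.

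Camera called 7 of the 13 gene sets shifted, but 11 of the 35 splits of the mice gave as many, up to 9, so that the number of sets called is what chance splits of the mice can give. The median of the protein kinase regulators was -0.18 after quantile normalization, with a camera adjusted p-value of 0.0555 (0.0117 to 0.0747 over its alternatives), and lay between -0.20 and -0.079 with each mouse left out. The lysosomal median was -0.012 after GC content and length were removed, and lay between -0.017 and 0.079 with mice left out. The chromatin assembly median was 0.019 with a filter in every mouse and 0.029 after GC content and length were removed, and lay between -0.048 and 0.060 with mice left out. For the oligodendrocyte markers the range was -0.19 to 0.035. The immediate early genes, with a main median of -0.23 and a camera adjusted p-value of 0.0529, passed the threshold with a filter in every mouse (-0.25), with rescaling to the same total (-0.23), after removal of GC content and length (-0.32) and in 4 of the 8 fits with a mouse left out. Over these 8 fits the median lay between -0.40 and -0.10. With the exact test over splits, their p was 0.514. The cause was not tested.

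Among the 68 named genes, 47 kept their direction and their side of the threshold in each setting run, and 45 of the 52 with an adjusted p-value below 0.05 kept it in each of the 8 fits that left out a mouse. Signs changed only in genes that were not significant. With array weights, Snrpb had a log2 fold change of -0.0019, Usp49 0.015, H2afj 0.0047 and H2afx 0.045. After removal of GC content and length, Slbp had 0.017 and Snrpb -0.010. With each mouse left out in turn, Whsc2 ranged from -0.026 to 0.20, Slbp from -0.23 to 0.055, Snrpb from -0.013 to 0.12, Usp49 from -0.15 to 0.0081 and H2afx from -0.12 to 0.044. Outside the fits that left out a mouse, 4 named genes lost their call in some setting and 7 gained one.

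No paired analysis was possible because the columns carry a mouse number but no replicate number, so columns could not be joined to the replicate numbers of the labels. Sex is not given for single columns either, so that no model run here accounts for it. Tests for raw counts (edgeR and DESeq2) were not run, since whole reads could not be obtained for the 5 columns in which a read is worth at most about 1 normalized count. The alternative with all listed histone genes was not run because the deposited tables name only genes past the threshold. Depth limits low genes. In the shallowest library 3 reads are 6.20 normalized counts.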

Differences from the paper's values

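For Smn1 the limma adjusted p-value was 0.0257, and the paper's is 0.001034. The log2 fold changes were -0.35 and the paper's -0.34. None of the alternatives set before the data were examined closed the gap in the adjusted p-value, which lay between 0.00409 (array weights) and 0.0762 (one mouse left out).

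The paper's figure legend states that highly expressed genes are not favoured among the differentially expressed genes. The share called rose from 25.6% of the 10% of genes with the lowest mean to 49.9% of the 10% with the highest by limma, and from 36.1% to 52.03% with the calls of the paper's own deposited table. Part of the latter rise can come from genes without an adjusted p-value there, which count as not called (16.0% and 11.0% of these genes).

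The paper's figure legend states that genes of histone 3’ UTR processing are enriched for significant changes. The share was 53.8% against 35.8% of the other genes, with p = 0.245 in Fisher's exact test, and p = 0.202 with the calls of the paper's deposited table.

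The paper states that 10 variant histone genes passed its read threshold, and 9 of the genes of S3 Table did here.

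The paper reports the lytic vacuole, transcription and chromatin assembly among the changed pathways. The lists of genes used here, which are not the paper's terms, had median log2 fold changes of 0.06, 0.10 and -0.01 with camera adjusted p-values of 0.535, 0.283 and 0.695. Among the alternatives run, camera gave no adjusted p-value below 0.05 for these 3 sets. With the exact test over splits the transcription set had p = 0.0286, with all 4 bigenic mice above all 4 nontransgenic mice, and the other 2 had 0.686 and 0.629.

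The paper reports 4321 differentially expressed genes, and limma called 3796. The paper's number was passed with array weights (6455 genes) and with one bigenic mouse left out (4817 genes), and not by the other alternatives run. By limma 2167 genes rose and 1629 fell, and in the paper 2166 and 2155. The paper's number of falls was passed only with array weights (2844). The near-equal numbers of rises are not the same genes, since limma called 1968 of the 2159 rises of the paper past the threshold here, and 198 rises called here have no adjusted p-value in the paper's table. Of the paper's 2155 falls limma called 1545. The paper's table lists 10601 genes past its read threshold, and 10588 passed here.

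The paper's deposited table calls H2afy2 and Mag, with adjusted p-values of 0.0321 and 0.0489, and limma gave them 0.0556 and 0.0626. The log2 fold change of H2afy2 (0.34) had an adjusted p-value below 0.05 with a filter in every mouse (0.0381) and with each mouse rescaled to the same total (0.0434), where its alternatives ranged from 0.0381 to 0.116. The log2 fold change of Mag had one with one bigenic mouse left out (0.0250, log2 fold change 0.47), where its alternatives ranged from 0.0250 to 0.202.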

Other observations

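Tests of the 4 genes on chromosome 12 for chance and for loss of a copy, and of the Y-linked genes, were chosen after the result was seen. The outcomes of the choroid plexus tests and of the chance test on chromosome 12 were changed to undecided after their values were seen, for the reasons given below. The genes named here, apart from Ttr, F5 and Clic6, were chosen after their values were seen.

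The paper states that 3 of the 4 mice in each group were male. Among the nontransgenic mice, 2 had at most 10 normalized counts of each of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, while the other 2 had at least 436 of each. Xist was 24132 and 24718 in these same 2 mice. Among the bigenic mice, 1 had Xist at 26813 and at most 24 normalized counts of each Y-linked gene. That the 2 nontransgenic mice without Y-linked transcripts are also the 2 with high Xist would be in line with mice of another sex than stated, since the paper gives 1 mouse in that group as not male. No biological explanation was tested.

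One bigenic mouse, the one that lies apart on the principal components, had 5503 normalized counts of Gh and 287 of Prl, where the other 7 mice had at most 31 and 7. Of 12 pituitary marker genes listed to test a source, 2 passed the threshold, too few for a test.

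Ttr, F5 and Clic6, among the largest rises, are genes of the choroid plexus. A list of 31 other choroid plexus markers, written before they were looked at, was used to test for RNA from choroid plexus in the dissected tissue. The deposited table names 7 of them and 6 passed the threshold, of which 0 were higher in all bigenic than in all nontransgenic mice. By limma 0 of the 6 rose and 1 fell at an adjusted p-value below 0.05. Their median log2 fold change was -0.15 (-0.17 after removal of the GC trend and -0.18 after removal of the length trend), so these 2 corrections had no rise to remove. With few of the markers measured, RNA from choroid plexus cannot be told apart from a response to the transgene in the 3 genes.

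Striatal genes varied between the bigenic mice. Of 18 other striatal markers listed before they were looked at, 13 passed the threshold, and 13 of the 13 were highest in the same bigenic mouse, which is not the mouse that lies apart on the principal components. These values are in line with a different amount of striatum in the dissected tissue. The same mouse is the 1 bigenic mouse with high Xist and almost no Y-linked transcripts, and a difference between the sexes was not tested, because the sex of single mice is not given in the labels and mice were not grouped by their values.

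On chromosome 12, Wdr60 (start 117445523), Esyt2, Ncapg2 and Ptprn2 (end 118516640) lie next to each other among the genes tested and had log2 fold changes of -0.84, -0.99, -0.36 and -0.71, while the flanking Zfp386 and Rapgef5 had 0.30 and 0.22. Of 10230 windows of 4 neighbouring genes, 11 others had a median as low (-0.77). Counts of shuffles were added to the written test. In 934 of 1000 shuffles of the gene order at least 1 window was as low, and in 667 at least 1 such window had all 4 genes lower with at least 3 of them called (1 other window in the real order), so clustering of lower genes by chance cannot be ruled out. Of the 4 genes, 3 had a log2 fold change between -0.7 and -1.3, whereas loss of one copy of the segment would place all 4 there. The other, Ncapg2, has the lowest counts of the 4 and a standard error of 0.17, so loss of a copy is not excluded. After removal of the GC trend the median was -0.79. The shuffles do not test the pattern of a lost copy itself, so neither explanation is settled.

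The zinc finger genes had a median log2 fold change of 0.22, with 218 of 300 higher. GC content and length are known for 99.7% of them, with a median GC content of 46.3% against 50.1% of all genes. After removal of the GC trend the median was 0.20, and after removal of the length trend 0.19, but these trends had little to remove from this set. Under the scaling alternatives the direction was the same. Reads shared between zinc finger genes were not tested over the set, so a biological origin was not established.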
